# Coordination of endothelial cell positioning and fate specification by the epicardium

**DOI:** 10.1038/s41467-021-24414-z

**Published:** 2021-07-06

**Authors:** Pearl Quijada, Michael A. Trembley, Adwiteeya Misra, Jacquelyn A. Myers, Cameron D. Baker, Marta Pérez-Hernández, Jason R. Myers, Ronald A. Dirkx, Ethan David Cohen, Mario Delmar, John M. Ashton, Eric M. Small

**Keywords:** Mouse, Functional clustering, Cell lineage, Epithelial-mesenchymal transition, Transcriptomics

## Abstract

The organization of an integrated coronary vasculature requires the specification of immature endothelial cells (ECs) into arterial and venous fates based on their localization within the heart. It remains unclear how spatial information controls EC identity and behavior. Here we use single-cell RNA sequencing at key developmental timepoints to interrogate cellular contributions to coronary vessel patterning and maturation. We perform transcriptional profiling to define a heterogenous population of epicardium-derived cells (EPDCs) that express unique chemokine signatures. We identify a population of Slit2+ EPDCs that emerge following epithelial-to-mesenchymal transition (EMT), which we term vascular guidepost cells. We show that the expression of guidepost-derived chemokines such as Slit2 are induced in epicardial cells undergoing EMT, while mesothelium-derived chemokines are silenced. We demonstrate that epicardium-specific deletion of myocardin-related transcription factors in mouse embryos disrupts the expression of key guidance cues and alters EPDC-EC signaling, leading to the persistence of an immature angiogenic EC identity and inappropriate accumulation of ECs on the epicardial surface. Our study suggests that EC pathfinding and fate specification is controlled by a common mechanism and guided by paracrine signaling from EPDCs linking epicardial EMT to EC localization and fate specification in the developing heart.

## Abstract (web summary)

It remains unclear how spatial information controls endothelial cell identity and behavior in the developing heart. Here the authors perform single cell RNA sequencing at key developmental timepoints in mice to interrogate cellular contributions to coronary vessel patterning and maturation in the epicardium.

## Introduction

Coronary endothelial cells (ECs) organize into an intricate vascular network that provides the heart with oxygen and nutrients and removes metabolic waste. During embryonic development, localized specification of immature ECs into arterial and venous fates occurs within the compact myocardium and sub-epicardium, respectively^1^. EC fate specification and maturation are accomplished through cell-intrinsic transcriptional programs that facilitate appropriate interconnections of the blood-supplying and blood-draining vascular beds^2^. Analyses of intersomitic and retinal vessel development identified a population of endothelial tip cells that are particularly responsive to secreted angiogenic factors such as vascular endothelial growth factor (Vegf), highlighting the functional heterogeneity of ECs and revealing mechanisms governing vascular pathfinding, remodeling, and maturation^3^. Clinical studies aimed at improving perfusion of the ischemic heart and skeletal muscle have attempted to recapitulate these developmental angiogenic programs^4^. However, the mechanisms through which coronary ECs coordinate positional information and fate specification remain elusive, and current therapeutic strategies have failed to generate a robust, functional vascular network.

The epicardium consists of a single layer of mesothelial cells on the surface of the heart that harbors a population of multipotent progenitors. Following epithelial-to-mesenchymal transition (EMT), epicardium-derived cells (EPDCs) migrate into the compact myocardium and differentiate into cardiac fibroblast and vascular mural cell lineages^5–7^. Construction of the coronary plexus requires the integration of epicardium-derived mural cells with arterial and venous ECs derived from the sinus venosus and endocardium^5,8,9^. Genetic or mechanical disruption of the epicardium has also revealed important paracrine contributions to cardiomyocyte growth^10^ and coronary plexus formation^11,12^. Our previous study found that epicardial EMT is required for coronary blood vessel maturation and integrity, at least partially via contributing vascular pericytes to the growing plexus^7^.

In this study, we performed single-cell RNA-sequencing of EPDCs and coronary ECs at critical developmental stages to gain insight into the mechanisms responsible for patterning of the developing coronary vasculature via distinct epicardial cell populations^13–15^. We found that epicardial EMT is not only responsible for the differentiation of EPDCs into vascular mural lineages^7^, but also restricts the expression of chemotactic signals to discrete populations of mural cells that provide detailed positional information, reminiscent of the guidepost neuron^16^. Genetic disruption of epicardial EMT in mice leads to profound alterations in EC developmental trajectory, which includes the accumulation of an immature EC population within the sub-epicardium. Importantly, EC maturation and migration are both directly controlled by angiogenic chemokines, providing a paradigm that coordinates EC localization and arteriovenous (AV) specification. Harnessing the principles that define the spatial architecture of the developing coronary vasculature may provide strategies to stimulate angiogenesis and improve perfusion of ischemic heart tissue, a limiting aspect of regenerative medicine approaches.

## Results

### Single-cell analysis of epicardium-derived cell heterogeneity

Coronary endothelial cell AV specification and integration of the arterial and venous vasculature coincides temporally with epicardial EMT, between embryonic day (E) 12.5 and E16.5^9^ (Fig. 1a). To investigate epicardial contributions to the growing coronary plexus at these timepoints, GFP-positive (GFP^+^) EPDCs were isolated from Wt1^CreERT2/+^;Rosa^mTmG^ mouse embryos by fluorescence-activated cell sorting (FACS) (Fig. 1b, c and Supplementary Fig. 1a–d). GFP^+^ cells displayed epicardial gene enrichment (*Aldh1a2*, *Tbx18*, *Tcf21*, *Wt1*) and did not express high levels of cardiomyocyte genes (*Tnnt2*, *Myh7*) (Supplementary Fig. 1e). Increased expression of the mesenchymal cell marker *Pdgfra* was observed in a number of GFP^+^ cells at E16.5, consistent with the acquisition of a motile phenotype and differentiation into interstitial cell types (Supplementary Fig. 1f–h).

**Fig. 1:**
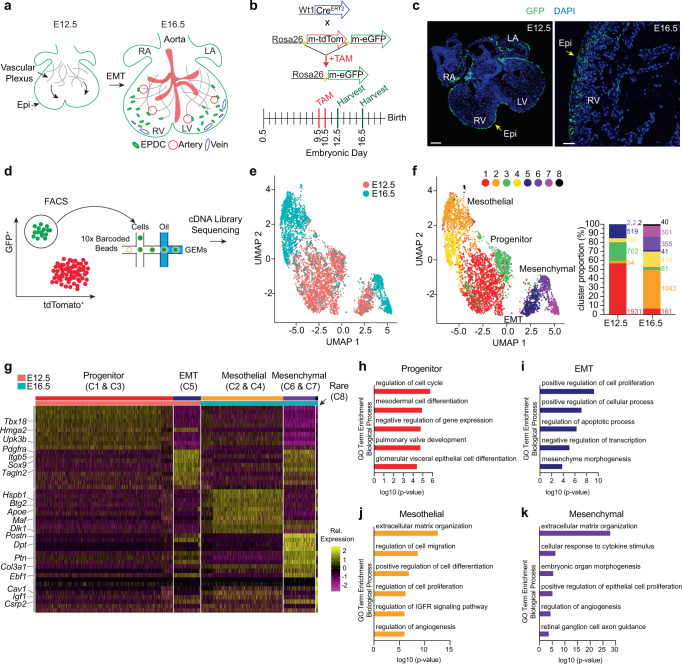
Characterization of epicardial cell heterogeneity in the fetal heart. **a** Schematic of epicardium and vasculature development. **b** Experimental strategy for lineage tracing epicardium-derived cells in Wt1^CreERT2^;R26^mTmG^ embryos. TAM was administered to pregnant dams at embryonic day (E)9.5 and E10.5 and embryos were harvested at E12.5 and E16.5. **c** Representative images of mouse embryos at embryonic stage E12.5 and E16.5 used for collection of GFP^+^ epicardial cells (green). DAPI staining was utilized to visualize nuclei (blue). Scale bar is 100 μm (E12.5) and 50 μm (E16.5). Immunostaining was repeated independently 3 times with similar results. **d** FACS-based enrichment of *Wt1*-lineage-derived epicardial cells prior to single-cell capture using 10× Genomics Chromium Controller. Refer to Supplementary Fig. 1c, d for FACS sequential gating and enrichment of epicardial cells. **e** and **f** UMAP of single-cell transcriptomes of E12.5 (3405 cells) and E16.5 (2436 cells) epicardial cells presented by **e** developmental stage and **f** cell identity, with the relative contribution of each cell cluster within each developmental stage indicated on the right. The number of cells per cluster (C) is listed next to the corresponding color in the graph. **g** Hierarchical clustering of differentially expressed genes by cell identity represented as a heat map. Relative (Rel.) expression represents scaled normalized expression. **h**–**k** GO analysis indicates most enriched biological processes within cells defined as **h** progenitor (C1 and C3), **i** EMT (C5), **j** mesothelial (C2 and C4), and **k** mesenchymal (C6 and C7). GO-term enrichment significance was determined using Fisher exact test. Epi epicardium, EMT epithelial-to-mesenchymal transition, RA right atrium, RV right ventricle, LA left atrium, LV left ventricle, m-tdTom membrane tdTomato, m-eGFP membrane-enhanced green fluorescent protein, TAM tamoxifen, GEMs Gel Bead-in-Emulsion.

Single-cell RNA-sequencing (scRNA-seq) was performed on EPDCs captured using the 10× Genomics platform (Fig. 1d). We excluded cell doublets based upon unique molecular identifier counts, and mitochondrial and ribosomal gene expression patterns were analyzed and filtered to obtain 3405 (E12.5) and 2436 (E16.5) single EPDCs (Supplementary Fig. 2a, b). To define the cellular heterogeneity within the epicardium, we performed an integration of E12.5 and E16.5 data sets using canonical correlation analysis (CCA) followed by uniform manifold approximation and projection (UMAP) using Seurat to rule out batch effects (Supplementary Fig. 3a–d), and present a merged analysis of E12.5 and E16.5 cells (Fig. 1e). This analysis revealed 8 distinct populations (C1-C8) with a considerable contribution of proliferation state and developmental age to cellular phenotype (Fig. 1e, f and Supplementary Fig. 4a, b). To facilitate the identification of epicardial cell phenotypes, E12.5 and E16.5 data were merged and a CCA was performed with previously published scRNA-seq data obtained from the postnatal day 1 mouse heart^17^ (Supplementary Fig. 4c, d). Within these populations, five broad identities emerged, consistent with marker genes identified by hierarchical clustering and gene ontology (GO) analysis (Fig. 1g–k and Supplementary 5a, b; Supplementary Dataset 1): (1) early developmental stage progenitor (C1, C3); (2) early EMT (C5); (3) late developmental stage mesothelial (C2, C4); (4) late developmental stage EMT/mesenchymal (C6, C7); and (5) a rare population of approximately 40 cells (C8, 1.64% of total) that display an enrichment in IGF pathway genes and express high levels of *Cav1* previously implicated in zebrafish heart regeneration^13^.

EPDCs in C1 and C3 are characterized by robust expression of epicardial gene markers *Tbx18* and *Upk3b*^18,19^, and GO terms associated with proliferation and epithelial cell differentiation, defining populations of self-replicating E12.5 mesothelial cells (Fig. 1g, h). In contrast, C5 is enriched in E12.5 EPDCs that exhibit a predisposition towards EMT prior to the acquisition of a motile gene program, based on the expression of early markers of the mesenchymal and smooth muscle phenotype, including *Pdgfra*, *Itgb5*, *Sox9,* and *Tagln2*^20,21^ (Fig. 1g, i). C2 and C4 contain an over-abundance of E16.5 EPDCs that express genes related to maintenance of mesothelial characteristics (*Maf*, *Btg2*), likely representing cells that remain on the cardiac surface^22,23^ (Fig. 1g, j). Genes encoding extracellular matrix proteins such as *Postn*, *Dpt*, and *Col3a1* are robustly expressed in E16.5 EPDCs in C6 and C7, consistent with the acquisition of a mesenchymal phenotype^20^ (Fig. 1g, k). Of note, these data also revealed unique vascular programs based upon the emergence of angiogenesis among the most enriched GO terms at E16.5, and the enrichment of *Hspb1* and *Dlk1*^24,25^ in mesothelial cells and *Ramp2* and *Sfrp2*^26,27^ in mesenchymal cells (Fig. 1g, j, k and Supplementary Fig. 5a).

### Distinct epicardium-derived vascular guidance programs

We next evaluated the divergence of mesothelium and mesenchyme from a common epicardial progenitor, and the potential contribution of these distinct cellular populations to angiogenic processes, by assessing pseudotime trajectory using Monocle, an unsupervised learning algorithm that identifies branch points and cell commitment decisions^28,29^. We observed an abundance of E12.5 progenitor cells at the start of pseudotime (primarily C1, C3), that transition to cell states ultimately dominated by E16.5 EPDCs (Fig. 2a, b and Supplementary Fig. 6a, b). Cell state 2 is enriched in E16.5 mesothelial cells (C2, C4), while cell state 3 is composed of mesenchymal cells (C6, C7) following an early EMT intermediate (C5) (Fig. 2b). Analysis of pseudotime kinetics of differentially regulated genes across cell states revealed that mesothelial cells within state 2 maintain expression of genes such as *Wt1*, *Msln*, and *Upk3b*^18^, while cells in state 3 show downregulated expression *Msln* and *Upk3,b* as well as *Pdpn* and *Pdgfa*^30,31^, markers that are generally associated with the mesothelium (Fig. 2c). Instead, state 3 cells are enriched in EMT and mesenchyme genes such as *Snai2*, *Zeb2*, *Sox9*, *Postn, and Ptn*^20^ (Fig. 2c, d and Supplementry Fig. 6c). To further interrogate the angiogenic programs we identified in mature mesothelial and mesenchymal cells, we probed pseudotime kinetics for genes encoding axon guidance cues that regulate neuronal and vascular migration and pathfinding during development^32^. Among the more restricted guidance genes, we found epicardium-derived mesenchymal cells express an over-abundance of *Angptl2, Tnc*, and *Slit2*, whereas epicardium-derived mesothelial cells display an enrichment in *Wnt5a*, *Sema3c*, and *Sema3d* (Fig. 2d and Supplementary Fig. 6c; Supplementary Dataset 2).

**Fig. 2:**
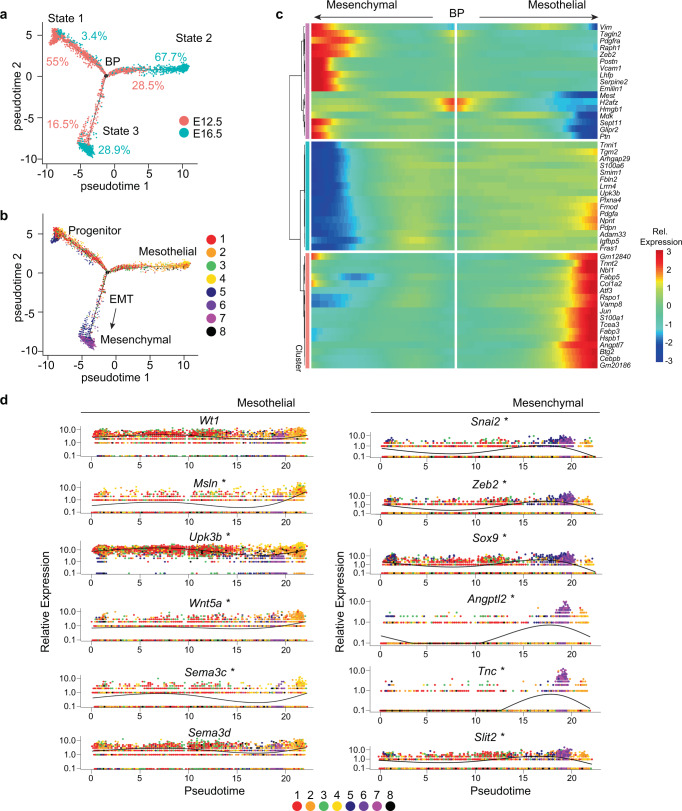
Epicardial-to-mesenchymal transition restricts expression of secreted ligands genes. **a** Monocle-generated pseudotime trajectory reveals the composition of three cell states based on the developmental stage (%). Cells in state 1 are at the beginning of pseudotime. Cell states 2 and 3 diverge at a common branchpoint (BP). **b** Pseudotime trajectory reveals the composition of cell identity within cell states. State 1 contains epicardial progenitor cells from Cluster 1 (C1)/C3. State 2 is populated by mesothelial cells from C2/C4. State 3 emerges from a common progenitor through a transient state characterized by cells in C5 actively undergoing EMT and culminates in mesenchymal cells of C6/C7. **c** Hierarchical clustering visualization of genes that define pseudotime states. Relative (Rel.) expression represents the scaled expression of rlog normalized data. **d** Pseudotime-dependent genes augmented in mesenchymal versus mesothelial cells. Cells are colored according to cell cluster identity. *Genes with significant correlation with pseudotime state.

To confirm that expression of *Slit2* and *Sema3d* is enriched in epicardium-derived mesenchyme and mesothelium, respectively, we performed RNAscope multiplex fluorescence in situ hybridization (FISH) on heart sections obtained from Wt1^CreERT2^;R26R^mTmG^ embryos labeled at E9.5/E10.5 and collected at E12.5 (pre-EMT), E14.5 (mid-EMT), and E16.5 (post-EMT). *Sema3d* is observed broadly within GFP^+^ mesothelial cells on the epicardial surface at all time points examined (Fig. 3a, b and Supplementary Fig. 7a, b). In contrast, *Slit2* is observed on the epicardial surface at E12.5, and is also expressed within a discrete population of epicardium-derived mesenchymal cells that are closely associated with *Pecam1*-expressing EC as early as E14.5, and most notably at E16.5 (Fig. 3a, c and Supplementary Fig. 7a, c). Of note, the expression of key angiogenic factors often increased in GFP^+^ EPDCs between E12.5 and E16.5, regardless of localization to mesothelial or mesenchymal cell populations (Supplementary Fig. 7d). The striking restriction of genes encoding secreted vascular guidance cues to distinct populations of EPDCs led us to speculate that angiogenic cues may be coordinately regulated with epicardial cell fate.

**Fig. 3:**
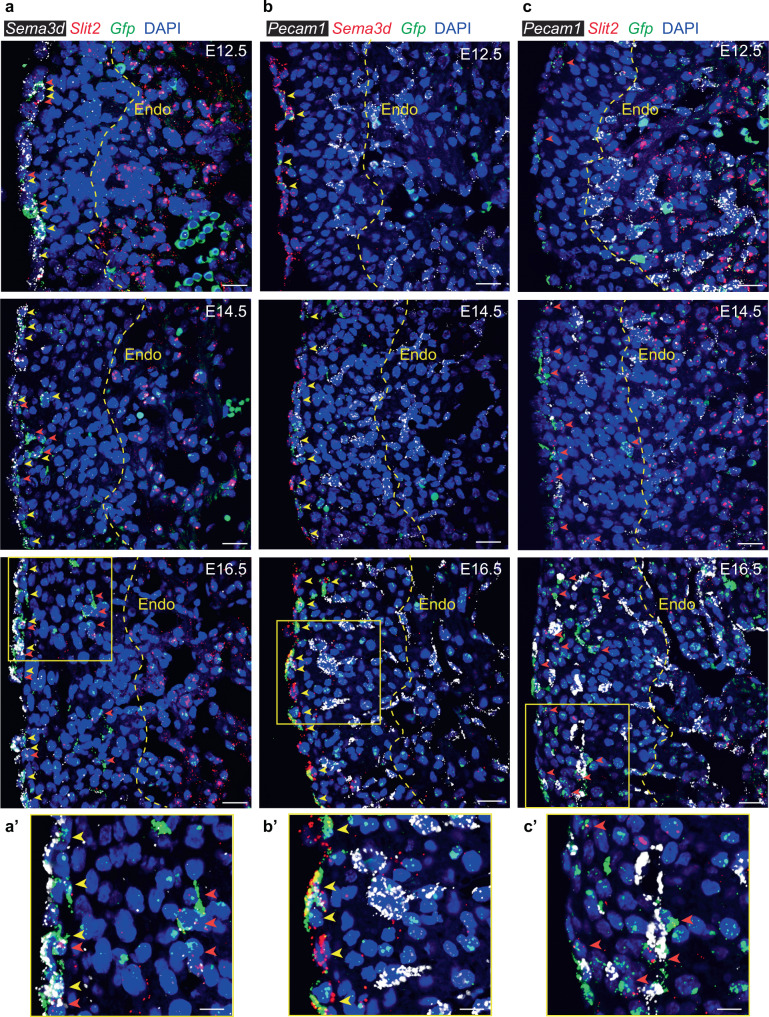
In situ analysis confirms the expression and localization of vascular guidance genes in epicardium-derived cells. **a** FISH using probes against *Gfp* (green) to detect epicardium-derived cells and *Sema3d* (white) or *Slit2* (red) reveals diverging localization of vascular guidance cues within the epicardium and interstitium between embryonic (E)12.5 and E16.5. **a**′, 3× zoom of E16.5. **b** Expression of *Sema3d* (red) in *Wt1* lineage-derived cells (*Gfp*^*+*^, green) relative to *Pecam1*^+^ (platelet endothelial cell adhesion molecule-1, white) endothelial cells. **b**′, 3× zoom of E16.5. **c** Expression of *Slit2* (red) in *Wt1* lineage-derived cells (*Gfp*^*+*^*, green*) relative to *Pecam1*^+^ (white) endothelial cells. **c**′ 3× zoom of E16.5. Yellow arrowhead, *Gfp*^*+*^*/Sema3d*^*+*^ cells. Orange arrowhead, *Gfp*^*+*^*/Slit2*^*+*^ cells. Dashed yellow line represents the endocardium–myocardium border. DAPI staining was utilized to visualize nuclei (blue). Scale bar, 20 μm. Scale bar 3× zoom, 10 μm. Endo endocardium.

### Disruption of epicardial EMT alters expression of vascular guidance cues

Myocardin-related transcription factors (MRTFs) are mechanosensitive transcriptional co-activators of serum response factor (SRF) that facilitate induction of cell contractility and motility gene programs^33^. We previously reported that epicardium-specific Cre-mediated deletion of *Mrtf-a* and *Mrtf-b* (MRTF^epiDKO^) or *Srf* (SRF^epiKO^) during development impedes epicardial EMT, precipitating epicardium detachment and defects in coronary plexus formation and EC integrity^7^. This phenotype was attributed to a depletion of microvascular pericytes, which partially phenocopied the SRF-dependent emergence of mural cells from the epicardium^19^. 

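The bulk RNA-sequencing data come from hearts of mouse embryos taken at embryonic day 12.5 and cultured whole for 48 h. An adenovirus expressing green fluorescent protein (GFP) labelled the epicardium, the outer cell layer of the heart, so that GFP+ cells recovered by fluorescence-activated cell sorting (FACS) were epicardium-derived cells (EPDCs) and GFP− cells were not. MRTFepiDKO hearts, mutant for both myocardin-related transcription factors (MRTFs), and SRFepiKO hearts, mutant for serum response factor (SRF), also received an adenovirus expressing Cre recombinase, the enzyme that deletes floxed genes. Mrtf-a was already null in MRTFepiDKO hearts before the virus, so Cre deleted only the floxed Mrtf-b there. Control hearts received an adenovirus expressing β-galactosidase instead of Cre. TGFβ and PDGF-BB were added to the medium to induce EMT. Libraries were made from 3 samples of control EPDCs, 3 of MRTFepiDKO EPDCs, 2 of SRFepiKO EPDCs and 3 of control non-EPDCs. The paper gives TGFβ2 at 2 ng/mL, PDGF-BB at 20 ng/mL and 10% serum for the culture, and Srf-floxed control hearts. The deposited descriptions give 1% serum for all groups, and TGFβ1 at 10 ng/mL for control and MRTFepiDKO EPDCs but TGFβ2 at 2 ng/mL for SRFepiKO EPDCs and non-EPDCs. They give 48 h of growth factors for SRFepiKO EPDCs and 24 h for the other groups, and an Mrtf-a and Mrtf-b wild-type genotype for the control EPDCs. The authors deposited the number of reads counted on each gene, without normalization, in 2 sets made in different ways. One is a single table of 55453 gene symbols with the control and MRTFepiDKO EPDCs. The other gives non-EPDCs and SRFepiKO EPDCs library by library over 45664 older symbols, and sets aside 39.1% to 44.3% of the counted records of each library, most of them reads with several alignments. The paper describes counting of uniquely aligned and multi-mapped reads on the gene annotation of GRCm38, by strand. The 2 sets were joined by gene symbol into 42806 genes, which hold 96.6% to 99.7% of the gene counts of each library. On these genes the total count ranged from 2295439 to 8121888 per library in control EPDCs (median 7148421), from 5734222 to 6450311 in MRTFepiDKO EPDCs (median 6112438), from 10359454 to 13453858 in SRFepiKO EPDCs (median 11906656) and from 8639709 to 16251552 in non-EPDCs (median 14305117). A floor of 3 counts corresponds to between 0.185 and 1.31 CPM in these libraries, where CPM are counts scaled to a common library total. It covers counting error only. MRTFepiDKO and control EPDCs lie within the single table, whereas a comparison with SRFepiKO EPDCs or non-EPDCs crosses from one set to the other. Among the 15892 genes tested, 1065 had scaled values in the 6 libraries of the table that did not overlap those of the other 5 libraries, where chance gives 69. A comparison of groups from different sets, taken alone, cannot tell a change of such a gene apart from the way its reads were counted. Libraries were scaled by edgeR's TMM method and all 11 were fitted together with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. On counts simulated at these depths, 200 of 15107 genes were changed, all picked among the more abundant. The test called 50.5% of the changed genes for MRTFepiDKO against control EPDCs with 2 false calls among 103. For SRFepiKO against control EPDCs it called 43.5%, with 9 false calls among 96.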

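The deleted genes were examined in every library first. Mrtf-a (Mrtfa, chromosome 15 of GRCm38, 81012281 to 81190757) had 10, 27 and 21 counts in the MRTFepiDKO libraries, 96, 13 and 118 in control EPDCs, 380 and 239 in SRFepiKO EPDCs and 168, 197 and 50 in non-EPDCs. After scaling, its level was 3.06 ± 1.47 CPM (SD, n = 3) in MRTFepiDKO and 10.5 ± 4.86 CPM (SD, n = 3) in control EPDCs, with no overlap between the groups. The log2 fold change was −1.78 (standard error 0.79, adjusted p = 0.2 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mrtf-b (Mrtfb, chromosome 16, 13256481 to 13417529) had 111, 106 and 229 counts in MRTFepiDKO against 265, 184 and 453 in control EPDCs, a log2 fold change of −1.25 (standard error 0.42, edgeR adjusted p = 0.089). Its scaled levels of 22.8 ± 7.76 and 54.4 ± 22.3 CPM (SD, n = 3 each) overlapped. Srf (chromosome 17, 46548329 to 46556175) had 8 counts in each of the 2 SRFepiKO libraries and 28, 23 and 66 in control EPDCs, with a log2 fold change of −3.36 (standard error 1.19, edgeR adjusted p = 0.093). In MRTFepiDKO EPDCs it had 19, 19 and 49 counts. All 3 genes were lower on average in the libraries of their own mutant, and none of the falls passed the threshold in edgeR. DESeq2's Wald test called Mrtf-b (adjusted p = 0.026) and Srf (0.0033). Over the alternatives that kept all libraries and had no block for replicate number, the adjusted p of edgeR or DESeq2 ranged from 0.014 to 0.14 for Mrtf-b, from 7.3e-04 to 0.18 for Srf and from 0.034 to 0.33 for Mrtf-a.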

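The sorting was examined with the genes of Supplementary Fig. 8c, d. The 8 epicardial genes of Supplementary Fig. 8c were all higher in control EPDCs than in non-EPDCs, with a median log2 fold change of 2.65, and 7 of them passed the threshold, over all genes and adjusted over the list alone. As a set they were shifted upward with p = 2.5e-07 from limma's camera at a preset correlation of 0.01, p = 4.4e-05 from fry and p = 0.038 from camera with the correlation estimated from the data. Tbx18 (chromosome 9, 87702800 to 87731260) stood at 190 ± 35.5 CPM (SD, n = 3) in control EPDCs and 16.6 ± 5.03 CPM (SD, n = 3) in non-EPDCs, a log2 fold change of 3.52 (standard error 0.49, adjusted p = 3.3e-04 from edgeR with Benjamini-Hochberg adjustment). Msln was also higher in EPDCs, at 3.30 on the log2 scale (standard error 0.32, edgeR adjusted p = 1.8e-05), as was Wt1 (chromosome 2, 105126529 to 105173616) at 2.39 (standard error 0.32, edgeR adjusted p = 2.5e-04). Tcf21 was not separated, at 99.3 ± 28.2 and 59.3 ± 36.8 CPM (SD, n = 3 each; edgeR adjusted p = 0.51). The 3 cardiomyocyte genes of Supplementary Fig. 8d moved the other way, with a median of −4.21, and all 3 passed the threshold over all genes and adjusted over the list alone. Tnnt2 fell from 2610 ± 721 CPM in non-EPDCs to 360 ± 70.7 CPM in EPDCs (SD, n = 3 each), a log2 fold change of −2.86 (standard error 0.29, edgeR adjusted p = 2.3e-05). Myh6 had a log2 fold change of −5.88 (standard error 0.55, edgeR adjusted p = 1.2e-05) but is one of the 1065 genes that separate the 2 sets. Within the library-by-library set, Myh6 stood at 82.1 and 75.7 CPM in SRFepiKO EPDCs, against 2670, 2580 and 1590 CPM in non-EPDCs. This argues against counting alone as the source of its lower level in EPDCs, although these EPDCs are mutant. Myh7 had −4.21 (standard error 1.12, edgeR adjusted p = 0.027), and passed the threshold in 2 of the 6 fits that each left out 1 library, with adjusted p up to 0.098 from edgeR without control replicate 3. Without the separating genes its edgeR adjusted p was 0.075, in a range from 1.2e-14 to 0.075 over the alternatives with all libraries and no replicate block. Across all genes, 1631 changed between control EPDCs and non-EPDCs, 881 of them higher and 750 lower in EPDCs, and 659 of the 1631 separate the 2 sets. With those genes left out of the test, an alternative chosen after seeing the data, 706 genes changed, 271 of them higher and 435 lower in EPDCs. DESeq2's Wald test moved the count furthest upward among the alternatives with the same genes, to 2730. Among abundant genes, the largest falls were in Hbb-y, at −10.57 (standard error 1.59, edgeR adjusted p = 0.0017), Igf2, at −9.08 (edgeR adjusted p = 5.4e-08), and Mybpc3, at −6.35 (standard error 0.84, edgeR adjusted p = 2.4e-04). The largest rises were in Gm37376, Snx22 and Taf10. Both rankings cover genes past the threshold with a mean of at least 5 log2 CPM and groups that did not overlap. Syn3, which is not in that selection, was at least 4150-fold higher in control EPDCs, but had only 7 and 0 counts in SRFepiKO EPDCs. Gm37376 is a locus of 453 bases on chromosome 19 (5801941 to 5802393) that the annotation marks as to be experimentally checked, and it was at least 16700-fold higher in EPDCs. Igf2, Gm37376, Syn3, Snx22 and Taf10 separate the 2 sets of counts.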

In order to evaluate whether epicardial EMT controls the angiogenic programs identified by scRNA-seq, we used FACS to isolate GFP^−^ non-EPDCs (enriched in myocytes), and GFP^+^ EPDCs from wild-type (control) and mutant embryos for RNA-sequencing (Fig. 4a and Supplementary Fig. 8a–d). 

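Principal components were computed from the 500 most variable genes on DESeq2's regularized log scale. The first and second components held 56.4% and 26.5% of the variance. On these components MRTFepiDKO and SRFepiKO libraries lay 58.9 units apart on average, against 5.5 between MRTFepiDKO replicates, 7.5 between SRFepiKO replicates and 6.2 between control replicates. The mutants were therefore 9.8 times as far from each other as their replicates were. The distance to control EPDCs was 45.3 for MRTFepiDKO and 84.2 for SRFepiKO. The axis between the mutants also runs between the 2 sets of counts. With the 1065 genes that separate the sets left out, an alternative chosen after seeing the data, the mutants lay 0.8 times the replicate distance apart, and the distances to control were 8.11 and 8.54 times that between the mutants. That alternative also removes, by its construction, genes that differ between the mutants. In MRTFepiDKO EPDCs 1128 genes changed against control EPDCs, 681 higher and 447 lower (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). At an unadjusted p under 0.05 there were 3545. Of the 1128, 24 separate the 2 sets, although both groups lie within one of them. The count rose to 2141 with DESeq2's Wald test, which called 1122 of the same 1128 genes. It fell to 535 without MRTFepiDKO replicate 1, 550 without replicate 2, 740, 646 and 704 without control replicates 1, 2 and 3, and was 1120 without MRTFepiDKO replicate 4. In SRFepiKO EPDCs 1574 genes changed, 748 higher and 826 lower, of which 455 separate the sets. Without control replicate 2 the count was 1026, and without the separating genes it was 946, of which 542 were higher and 404 lower. Between MRTFepiDKO and SRFepiKO EPDCs 340 genes changed, 301 of them separating genes. This count was 226 without MRTFepiDKO replicate 1, 221 without replicate 2 and 8 without the separating genes. In all, 1915 genes changed in either mutant against control EPDCs, and 3615 with DESeq2's Wald test. Both mutants shared 787 of them, and 784 moved the same way, 276 lower and 508 higher. Another 341 genes passed in MRTFepiDKO alone and 787 in SRFepiKO alone. The count shared by both mutants was 1417 with DESeq2's Wald test. It was 449 without MRTFepiDKO replicate 1, 434 without replicate 2 and 454 without control replicate 2. Of the genes changed in MRTFepiDKO, 98.8% had the same sign in SRFepiKO and 69.8% passed the threshold there. Both comparisons use the same control libraries, which gives genes picked in one mutant the same sign in the other with no effect at all. In 20 sets of counts simulated with no gene changed, the 1128 genes of lowest p in MRTFepiDKO had the same sign in SRFepiKO for 80.3% to 86% of genes, and at most 0.1% of them passed the threshold there. Of the genes at an unadjusted p under 0.05 in both mutants, 96.7% to 100% moved the same way in those simulations, against 98.7% in the libraries, so the shared direction of genes called in both is what shared controls give. The number of such genes was 125 to 183 in the simulations and 2222 in the libraries. Across the genes tested, which are not independent replicates, the log2 fold changes of both mutants correlated with r = 0.63. In 100 other simulations, control and both mutant groups were all drawn anew from the mean level of control EPDCs. There r was between 0.45 and 0.49. The sign was shared by 75.7% of genes, against 62.8% at most in the simulations. The simulated values used differences of mean log2 CPM and those of the libraries fitted fold changes, so the gaps between them are not exact. Among abundant genes with groups that did not overlap, the largest falls in MRTFepiDKO were in Mgp, from 1650 ± 335 to 57.5 ± 32.5 CPM (SD, n = 3 each; log2 fold change −4.84, standard error 0.44, edgeR adjusted p = 4.2e-05), in Slit2 and in Gucy1a1, from 388 ± 51.5 to 18.6 ± 24.6 CPM. The largest rises were in Ptges, from 5.7 ± 4.01 to 370 ± 129 CPM (log2 fold change 6.00, standard error 0.55, edgeR adjusted p = 4.6e-05), in Cdkn1a and in Lgals9, from 10.2 ± 2.46 to 290 ± 68.9 CPM. In SRFepiKO the largest falls were in Gm37376, Syn3 and Gnas and the largest rises in Igf2, Cdkn1a and Tnfaip2, of which all but Cdkn1a and Tnfaip2 separate the sets. Between the mutants, Tonsl, Rpl13a and Cnn2 were lowest and Gm37376, Fam57b and Ilk highest in MRTFepiDKO, and all but Cnn2 separate the sets. These rankings cover genes with a mean of at least 5 log2 CPM. Igf2, not selected between the mutants, had a log2 fold change of −8.67 for MRTFepiDKO against SRFepiKO EPDCs.

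**Figure D1:**
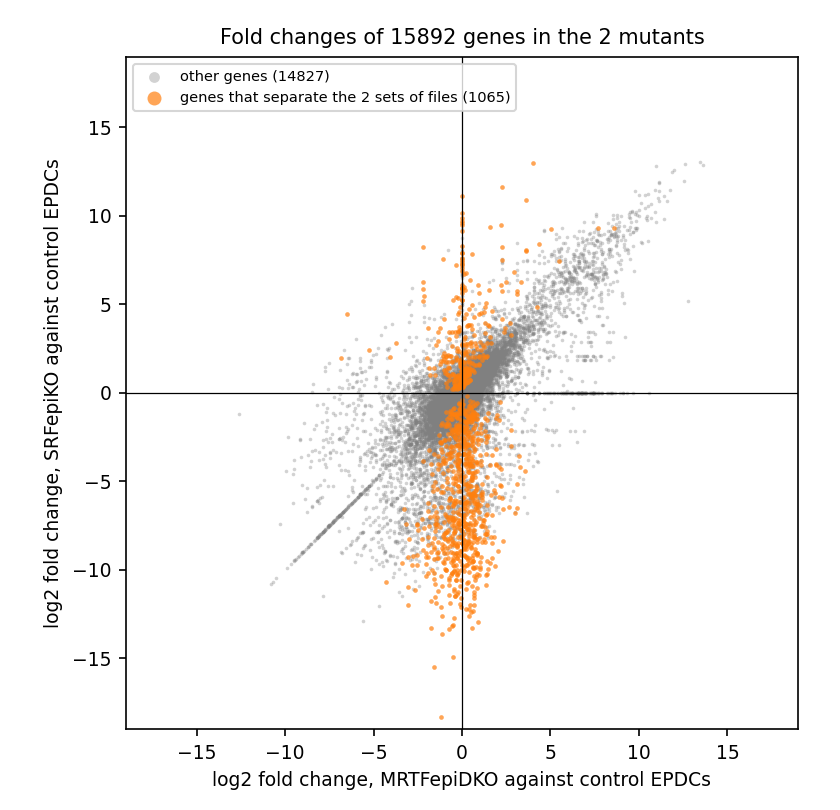
Fitted log2 fold change of 15892 genes in MRTFepiDKO (horizontal axis, n = 3) and SRFepiKO EPDCs (vertical axis, n = 2) against the same control EPDCs (n = 3). Orange points are the 1065 genes that separate the 2 sets of counts and grey points the other 14827. Straight lines of points are genes with 0 counts throughout a group. Grey points lie mainly along the diagonal (r = 0.71 without the orange genes), and orange points spread along the vertical axis.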

EPDCs obtained from MRTF^epiDKO^ and SRF^epiKO^ mice are transcriptionally indistinguishable based on principal component analysis (PCA), but diverge from control EPDCs stemming from the dysregulation of 2,518 genes (Fig. 4b, c and Supplementary Fig. 9a, b). 

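Counts of the genes that Supplementary Fig. 9 groups by biological process were compared between MRTFepiDKO and control EPDCs, which lie in the same table of counts. Mylk (chromosome 16 of GRCm38, 34745210 to 35002420), which encodes myosin light chain kinase, stood at 5.48 ± 5.23 CPM in MRTFepiDKO and 106 ± 14.4 CPM in control EPDCs (SD, n = 3 each). Its log2 fold change was −4.26 (standard error 0.72, adjusted p = 0.0031 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Vcl, which encodes vinculin (chromosome 14, 20929398 to 21033676), fell from 184 ± 52.4 to 56.2 ± 10.1 CPM, at −1.71 (standard error 0.37, edgeR adjusted p = 0.012). The collagen gene Col1a2 (chromosome 6, 4504814 to 4541544) fell from 4620 ± 600 to 1260 ± 312 CPM, at −1.87 (standard error 0.26, edgeR adjusted p = 8.7e-04). Col3a1 fell from 1190 ± 145 to 269 ± 54 CPM, at −2.14 (standard error 0.29, edgeR adjusted p = 7.7e-04). Pdgfra fell by 1.61 on the log2 scale (standard error 0.33, edgeR adjusted p = 0.01). Acta2 (chromosome 19, 34241090 to 34255590), which encodes smooth muscle actin, went from 1220 ± 358 to 196 ± 64.3 CPM, at −2.64 (standard error 0.31, edgeR adjusted p = 2.7e-04). Tagln (chromosome 9, 45929619 to 45936058) went from 2010 ± 382 to 471 ± 297 CPM, at −2.09 (standard error 0.39, edgeR adjusted p = 0.0057). For each of these 7 genes every MRTFepiDKO library was below every control library. Chance separates 3 libraries from 3, in one direction or the other, for 10% of genes. By process, the median log2 fold changes were −2.98 for cell migration, −2.01 for ECM production and −2.09 for mesenchymal differentiation, and all members passed the threshold over all genes and adjusted over the list alone. These genes were picked by the study from the same libraries. Mylk, Col1a2, Col3a1, Acta2 and Tagln stayed past the threshold in each of the 6 fits that left out 1 library. Vcl passed in 3 of 6, with an edgeR adjusted p of 0.067 without MRTFepiDKO replicate 1. Pdgfra passed in 5 of 6, with 0.06 from edgeR without MRTFepiDKO replicate 2. In SRFepiKO EPDCs, whose counts come from the other set, Mylk had a log2 fold change of −4.11 (edgeR adjusted p = 0.0069), Vcl −2.49 (0.003), Col1a2 −2.21 (5.2e-04), Col3a1 −2.31 (8.4e-04) and Pdgfra −1.91 (0.0069). Acta2 had −1.22 (standard error 0.34, edgeR adjusted p = 0.037), with adjusted p of 0.12 and 0.067 in edgeR without control replicates 1 and 2. Tagln stood at 1890 ± 149 CPM (SD, n = 2) in SRFepiKO EPDCs, with a log2 fold change of −0.09 against control (edgeR adjusted p = 0.93), and 0.07 without control replicate 2. Tested directly, MRTFepiDKO was lower than SRFepiKO in Acta2 by a log2 fold change of −1.42 (standard error 0.33, edgeR adjusted p = 0.035) and in Tagln by −2.01 (standard error 0.42, edgeR adjusted p = 0.02). This comparison crosses the 2 sets of counts. Without the genes that separate them, an alternative chosen after seeing the data, neither passed, at −1.40 for Acta2 and −1.99 for Tagln (edgeR adjusted p of 0.28 and 0.17). These are the highest values over the alternatives with all libraries and no replicate block, which reached down to 1.9e-04 and 2.3e-09. The unadjusted p in edgeR was 6.7e-04 and 2.9e-04 with the separating genes and 5.4e-04 and 1.8e-04 without them. Both genes also fell short without MRTFepiDKO replicate 1 (edgeR adjusted p of 0.15 and 0.1) and without replicate 2 (0.16 and 0.093).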

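Supplementary Fig. 9d–g also shows keratins, cell cycle genes and growth factors. In MRTFepiDKO EPDCs Krt14 rose from 92.7 ± 35.1 to 289 ± 17.4 CPM (SD, n = 3 each), a log2 fold change of 1.64 (standard error 0.32, adjusted p = 0.0073 from edgeR with Benjamini-Hochberg adjustment). Krt5 had 4, 6 and 0 counts in the MRTFepiDKO libraries and 0 in each control library, too few for a fold change, and 57 and 90 in the SRFepiKO libraries, at least 9.12-fold above control, or 16.3-fold without control replicate 2, whose floor is highest. In SRFepiKO EPDCs neither keratin passed the threshold over all genes, with Krt14 at 1.1, and both did adjusted over the list alone. In MRTFepiDKO EPDCs the median of the 2 keratins was 3.48 as fitted and 0.82 with Krt5 at its bound. The cell cycle inhibitor Cdkn1a (chromosome 17, 29090976 to 29100727) rose from 22.3 ± 17.7 to 1220 ± 465 CPM in MRTFepiDKO, at 5.75 (standard error 0.55, edgeR adjusted p = 6.2e-05), and to 1180 ± 36.1 CPM (SD, n = 2) in SRFepiKO EPDCs. Cdk4 was 828 ± 45.8 against 1120 ± 5.88 CPM, at −0.43 (standard error 0.21, edgeR adjusted p = 0.25), and the median of Cdkn1a and Cdk4 was 2.66. Fgf9 was 2.1 ± 0.754 against 16.1 ± 7.38 CPM, at −2.93 (standard error 1.14, edgeR adjusted p = 0.15). DESeq2's Wald test called Fgf9 (adjusted p = 0.019), and over the alternatives with all libraries and no replicate block its adjusted p in edgeR or DESeq2 ranged from 0.0063 to 0.21. Igf2 (chromosome 7, 142650766 to 142666816) was 2.18 ± 0.329 against 4.28 ± 2.41 CPM, at −1.08 (standard error 0.39, edgeR adjusted p = 0.12), and from 0.03 to 0.64 over the same alternatives. The median of Fgf9 and Igf2 was −2.0. In SRFepiKO EPDCs Igf2 was 895 ± 204 CPM (SD, n = 2), at 7.59 (standard error 0.43, edgeR adjusted p = 3.7e-07). Igf2 separates the 2 sets of counts, and 62.8% of its length is overlapped on the same strand by a gene that only the newer symbols include.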

MRTF^epiDKO^ EPDCs display a significant reduction in genes associated with biological processes such as cell migration (*Mylk*, *Vin*), ECM production (*Col1a2*, *Col3a1*), and mesenchymal cell differentiation (*Pdgfra*, *Acta2*, *Tagln*) (Supplementary Fig. 9c–i). Surprisingly, MRTF^epiDKO^ EPDCs also exhibit a significant downregulation of genes associated with paracrine regulation of chemotaxis and axon guidance (Supplementary Fig. 9c, j). Indeed, axon guidance was the most significantly dysregulated biological process in MRTF^epiDKO^ EPDCs, represented by secreted ligands such as *Efna5*, *Sema3d*, *Slit2*, *Slit3*, and *Wnt5a* (Fig. 4c, d). qRT-PCR confirmed genes encoding select guidance cues are enriched in EPDCs, and significantly downregulated upon MRTF deletion (Fig. 4e). 

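Supplementary Fig. 9j lists 9 guidance genes, which encode secreted ligands and receptors known from axon pathfinding. In MRTFepiDKO EPDCs 8 of them were lower than in control EPDCs, and 7 passed the threshold over all genes (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Adjusted over the list alone, 8 passed, on a list that the study picked from these libraries. The median log2 fold change was −2.44, and −3.17 without Robo4, which was at or under the floor of 3 counts in each library of both groups. Camera gave p = 1.5e-06 for the set, and the call held under fry (5.1e-04) and under an estimated correlation (0.023). The receptor gene Plxna4 stood at 18.2 ± 23 CPM in MRTFepiDKO and 275 ± 57.5 CPM in control EPDCs (SD, n = 3 each), a log2 fold change of −3.91 (standard error 0.99, edgeR adjusted p = 0.029). It passed in 2 of the 6 fits that each left out 1 library, with an adjusted p of 0.13 in edgeR without MRTFepiDKO replicate 2. With only the 2 groups compared in the fit it was 0.053, in a range from 5.4e-16 to 0.056 over the alternatives with all libraries and no replicate block. Epha7 went from 67.8 ± 18 to 3.46 ± 4.69 CPM, at −4.26 (standard error 1.01, edgeR adjusted p = 0.02), and passed in 3 of the 6 fits, with an edgeR adjusted p of 0.089 without MRTFepiDKO replicate 2. Robo2 went from 38.8 ± 6.86 to 8.65 ± 5.03 CPM, at −2.17 (standard error 0.79), short of the threshold in edgeR (adjusted p = 0.12) and past it in DESeq2's Wald test (0.034), with 0.024 to 0.13 over the same alternatives. In SRFepiKO EPDCs 7 of the 9 genes passed, with a median of −3.90. Across the 2 sets of counts, Robo2 had −4.85 there (edgeR adjusted p = 0.011), Epha7 −5.29 (0.016) and Plxna4 −4.05 (0.044). Plxna4 did not pass there without any 1 of the control replicates, nor without the separating genes, where its edgeR adjusted p was 0.098 in a range from 3.2e-12 to 0.098 over those alternatives.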

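Fig. 4d lists 26 axon guidance genes. All 26 were lower in MRTFepiDKO than in control EPDCs, with a median log2 fold change of −2.20 that did not change with the 1 gene at the floor set to its bound. Over all genes 18 passed the threshold (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), and 25 did so adjusted over the list alone. The study picked this list from the same libraries, so neither count is independent evidence. Limma's camera gave p = 3.3e-19 for the set, fry gave 3.6e-05, and camera with an estimated correlation of the genes moved the p furthest, to 0.0055. For 25 of the 26 genes, Cxcl12 being the exception, each MRTFepiDKO library was below each control library, where chance separates 10% of genes in either direction. In SRFepiKO EPDCs all 26 were also lower, 17 passed and the median was −2.32, across the 2 sets of counts. Between the mutants none passed (0 at an unadjusted p under 0.05), the median was 0.10 (0.12 with genes at the floor set to their bound), and limma's camera at the preset correlation gave p = 0.79. Slit2 (chromosome 5 of GRCm38, 47983138 to 48307733) had the largest fall of the 5 ligands the paper names. It went from 196 ± 25.3 CPM in control to 9.08 ± 5.95 CPM in MRTFepiDKO EPDCs (SD, n = 3 each), a log2 fold change of −4.42 (standard error 0.81, edgeR adjusted p = 0.0052), and stayed between −5.13 and −4.15 in the 6 fits that each left out 1 library. Sema3d (chromosome 5, 12383385 to 12588948) went from 156 ± 45.3 to 9.56 ± 7.42 CPM, at −4.02 (standard error 1.01, edgeR adjusted p = 0.028). It passed in 2 of the 6 fits, with an edgeR adjusted p of 0.098 without MRTFepiDKO replicate 1. Slit3 (chromosome 11, 35121224 to 35708507) went from 113 ± 24 to 20.8 ± 11.4 CPM, at −2.44 (standard error 0.48, edgeR adjusted p = 0.0078). Wnt5a (chromosome 14, 28504750 to 28527448) went from 147 ± 13.1 to 33.5 ± 13.8 CPM, at −2.14 (standard error 0.40, edgeR adjusted p = 0.0058). Efna5 (chromosome 17, 62604184 to 62881317) changed least, from 249 ± 28.6 to 95.2 ± 42.7 CPM, at −1.39 (standard error 0.39, edgeR adjusted p = 0.046). It passed only in the fit without MRTFepiDKO replicate 4, and had an adjusted p of 0.18 in edgeR without replicate 1. With library size as the only scaling its edgeR adjusted p was 0.068, in a range from 0.0033 to 0.068 over the alternatives with all libraries and no replicate block. Slit2, Slit3 and Wnt5a passed in all 6 fits. As a set, these 5 ligands had a camera p of 1.8e-05, with 2.7e-04 under fry and 0.02 under an estimated correlation. Elsewhere on the list, Gas1 fell by 4.19 on the log2 scale, from 132 ± 18.8 to 7.22 ± 2.49 CPM (standard error 0.44, edgeR adjusted p = 1.3e-04). Epha8 had 0 counts in MRTFepiDKO and 13.5 ± 17.3 CPM in control EPDCs, at least 28.4-fold lower (edgeR adjusted p = 0.06). This bound rests on control replicate 1, and is at least 7.78-fold without it. The genes short of the threshold were Cacna1c, Col4a5, Col9a2, Cxcl12, Epha8, Neo1, Rps6ka3 and Rps6ka6. Without MRTFepiDKO replicate 4, Cxcl12 went from −1.52 (adjusted p = 0.17 in edgeR) to −3.04 (0.0031) and Col4a5 from −1.86 to −3.39 (0.0039). Rps6ka6 had 0, 16 and 0 counts in the MRTFepiDKO libraries and a fitted value of −4.52. Without replicate 2 it was at 0 counts in the mutant and at least 45.8-fold lower. The paper takes the fall of guidance genes upon MRTF deletion, with its qRT-PCR and FISH, as evidence that EMT contributes to the expression and localization of these factors.

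**Figure D2:**
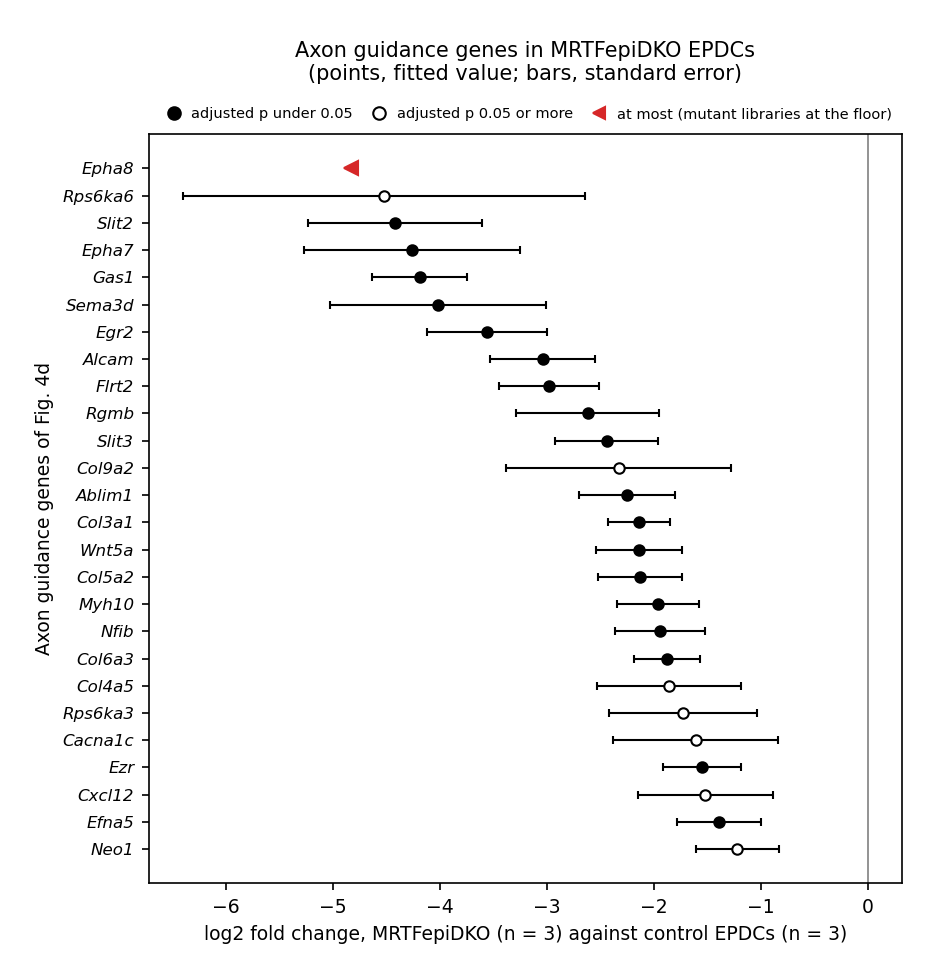
Log2 fold change of the 26 axon guidance genes of Fig. 4d in MRTFepiDKO EPDCs (n = 3) against control EPDCs (n = 3). Points are fitted values and bars their standard errors. Filled points have an edgeR adjusted p under 0.05, open points do not, and the red triangle is Epha8, drawn at its bound. All genes lie below 0, from Neo1 at −1.22 downward.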

RNAscope FISH also confirmed the reduction of *Sema3d* and *Slit2* in EPDCs of MRTF^epiDKO^ hearts, compared to controls (Supplementary Fig. 10a–c). These findings corroborated our scRNA-seq results revealing the restriction of vascular guidance cues to distinct populations of epicardium-derived cells, and provided evidence that EMT contributes to the expression and localization of these factors.

**Fig. 4:**
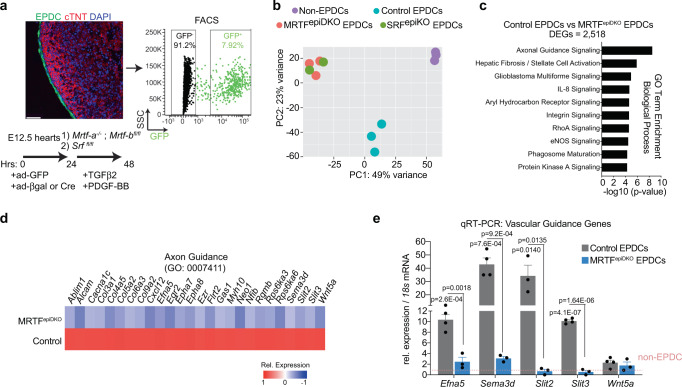
Genetic disruption of epithelial-to-mesenchymal transition alters the expression of vascular guidance cues. **a** Schematic of experimental design to isolate epicardial cells (EPDC) of indicated genotypes for bulk RNA-seq. Embryonic day (E)12.5 hearts were removed from Mrtf-a^−/−^;Mrtf-b^fl/fl^, and Srf^fl/fl^ mice and incubated with adenovirus (ad) expressing GFP to label epicardium (green), and either ad/βgalactosidase (βgal) or ad/Cre. Hearts were cultured ex vivo in TGFβ2 [2 ng/mL] and PDGF-BB [20 ng/mL] to induce EMT, and GFP^+^ epicardial cells were collected using FACS. GFP^−^ cells were collected as non-EPDCs. cTNT, cardiac troponin T (red), and DAPI staining were utilized to visualize nuclei (blue). Scale bar, 50 μm. Refer to Supplementary Fig. 8e for FACS sequential gating and enrichment of epicardial cells. **b** Principal component analysis (PCA) of GFP^−^ non-EPDCs and GFP^+^ EPDCs from control, *Mrtf-a*;*Mrtf-b* double knockout (MRTF^epiDKO^) or *Srf* knockout (SRF^epiKO^) mice. **c** Analysis of differentially expressed genes (DEGs) reveals biological processes that are enriched between MRTF^epiDKO^ and control EPDCs. GO-term enrichment significance was determined using Fisher exact test. **d** Heat map highlighting the relative expression of genes involved in axon guidance signaling in EPDCs of the indicated genotype. Relative (Rel.) expression represents the scaled expression of rlog normalized data. **e** Expression of genes encoding axon guidance cues was validated by qRT-PCR. Values are represented as a fold change in expression relative to non-EPDCs (dashed line at 1). *n* represents samples acquired from independent embryos, which were analyzed in 1 experiment. *n* = 3 non-EPDCs, *n* = 4 for *Efna5*, *Sema3d*, *Slit3*, *Wnt5a,* and *n* = 3 for Slit2 in Control EPDCs; *n* = 3 MRTF^epiDKO^ EPDCs were analyzed. Data are presented as mean values ± SEM. Statistical significance was determined by a two-sample unpaired Student’s *t*-test. TGFβ2 transforming growth factor beta-2, PDGF-BB platelet-derived growth factor BB, m-tdTom membrane tdTomato, m-eGFP membrane-enhanced green fluorescent protein, TAM tamoxifen.

### EMT regulates the expression of genes encoding vascular guidance cues

In order to further examine the effect of EMT on vascular guidance gene expression, we treated primary epicardial cells isolated from E11.5 embryos with TGFβ1 and PDGF-BB, which resulted in the downregulation of epicardial/mesothelial genes and upregulation of EMT-associated and mesenchymal genes (Fig. 5a)^34^. *Sema3c* and *Sema3d* were both significantly suppressed upon induction of epicardial EMT, whereas *Tnc and Slit2* were upregulated (Fig. 5a). These gene expression changes are consistent with their in vivo distribution within mesothelial cells and mesenchymal cells, respectively. We also found evidence that EMT induces the mural cell phenotype based on the expression of pericyte marker genes *Pdgfrb* and *Cspg4* (Fig. 5a). We, therefore, re-evaluated EPDC populations 5, 6, and 7 (from Fig. 1) to establish the identity of *Wt1*-lineage mesenchymal cells and define the source of epicardium-derived guidance cues (Fig. 5b). We were able to identify fibroblasts (Fb-1, Fb-2, Acta2^+^ Fb) based on increased expression of *Col1a1*, *Postn*, and *Tnc*; smooth muscle cells (SMC-1, SMC-2) based on increased expression *Tagln*; and pericytes (PC) based on increased expression of *Pdgfrb* (Fig. 5c). *Slit2* and *Angptl2* are enriched in FB1 and FB2, and *Slit2* is especially pronounced in pericytes (Fig. 5c). The *Cspg4*^*CreERT2*^ mouse line has been used to lineage trace vascular mural cells, including pericytes^35^. FISH using probes against *Gfp* and *Slit2* on heart sections obtained from Cspg4^CreERT2^;R26R^mTmG^ embryos obtained at E17.5 revealed *Slit2* transcripts within some *Cspg4* lineage-derived mural cells (Fig. 5d). Collectively, these data describe a paradigm whereby epicardial EMT is responsible for the restriction of individual chemotactic cues to distinct epicardium-derived lineages, including coronary mural cells, which may represent a vascular guidance cell reminiscent of the guidepost neuron^16^.

**Fig. 5:**
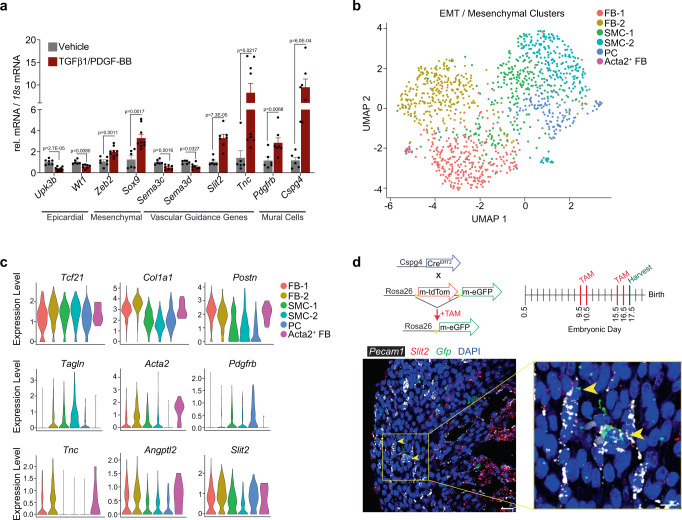
Vascular guidance cues are differentially expressed upon in vitro induction of EMT. **a** Primary epicardial cells were cultured ± TGFβ1 [10 ng/mL] and PDGF-BB [20 ng/mL] to induce EMT. Relative expression of genes encoding axon guidance cues was evaluated by qRT-PCR, along with markers of epicardial, mesenchymal, and mural cells. *n* represents samples isolated from independent embryos, which were analyzed over 2 experiments. Vehicle *n* = 6 for *Sox9*, *Sema3c*, *Tnc* and *n* = 7 for *Upk3b*, *Wt1*, *Zeb2*, *Sema3d*, *Slit2*, *Pdgfrb*, *Cspg4*; and TGFβ1/PDGF-BB *n* = 7 for *Wt1*, *Sema3c*, *Sema3d*, *Slit2*, *Pdgfrb*, *Cspg4* and *n* = 9 for *Upk3b*, *Zeb2*, *Sox9*, *Tnc*. Data are presented as mean values ± SEM. Statistical significance was determined by a two-sample unpaired Student’s *t*-test. **b** Seurat was used to re-cluster cells undergoing EMT (cluster 5) and mesenchymal cells (clusters 6/7) defined in Fig. 1f. **c** Violin plots representing select genes associated with fibroblast or mural cell identity. Expression level represents log normalized expression. **d** Experimental strategy for lineage tracing vascular mural cells in Cspg4^CreERT2^;R26^mTmG^ embryos. FISH was performed on hearts with probes directed against *Gfp* (green) and *Slit2* (red) as demonstrated in low (left) and high (right) magnification images and relative to *Pecam1*^+^ (platelet endothelial cell adhesion molecule-1, white) endothelial cells. Yellow arrowheads, *Slit2* expression in *Cspg4* lineage-derived cells. Scale bar, 25 μm (left image) and 10 μm (zoom right image). DAPI staining was utilized to visualize nuclei (blue). Immunostaining was repeated independently 3 times with similar results. EMT epithelial-to-mesenchymal transition, TAM tamoxifen, FB fibroblast, SMC smooth muscle cell, PC pericyte.

### Single-cell transcriptomics defines the EC response to epicardial dysfunction

Coronary EC re-specification into arterial and venous fates occurs at around E14.5^1,2^. In order to interrogate the impact of epicardial EMT on individual ECs, we isolated CD31^+^/CD45^−^ cells from MRTF^epiDKO^ and Control hearts at E14.5 by FACS followed by single-cell capture and scRNA-seq using the 10× Genomics platform (Fig. 6a and Supplementary Figs. 11a–c and 12a, b). CCA defined 9 unique EC populations that were enriched in *Pecam1* (Supplementary Fig. 13a, b), and alleviated concerns of batch effects based on genotype and cell cycle analysis (Supplementary Fig. 13c, d; Supplementary Dataset 3 and 4). Since cell cycle is reported to underlie transcriptional differences during EC differentiation^9,36^, we performed unbiased clustering without regression of cell cycle to allow for identification of EC phenotypes that emerge upon disruption of epicardial EMT (Fig. 6b and Supplementary Fig. 13e). This analysis defined 9 unique cell populations consisting of ECs categorized as sinus venosus (SV), coronary plexus, angiogenic, venous, arterial, endocardial, and general endothelial (Fig. 6b). UMAP plots of filtered and typed ECs showed that cell clusters C3-C5 and C9 were significantly enriched with MRTF^epiDKO^ ECs (Fig. 6b, c and Supplementary Fig. 13f, g). Violin gene expression plots defined MRTF^epiDKO^-enriched sub-populations of SV and coronary plexus ECs that exhibit differential expression of *Aplnr*, *Apln,* and the proliferative marker *Cdk1*^9,37^ (Fig. 6d). Angiogenic genes *Sparcl1* and *Cd47*^38^ and pre-arterial genes *Dll4* and *Sox17*^9^ were also enriched in MRTF^epiDKO^ dominated clusters (Supplementary Fig. 14a–c). However, genes associated with the endocardium (*Npr3*, *Nfatc1*)^8,39^, venous (*Nr2f2*)^9^ or mature arterial (*Gja4*, *Gja5*, *Fbln5*)^9,38^ were similarly expressed in UMAP clusters of Control and MRTF^epiDKO^ ECs (Fig. 6d and Supplementary Fig. 14c, d). Overall, these data reveal that disruption of epicardial EMT leads to the emergence of a population of ECs that exhibit an immature vascular cell phenotype.

**Fig. 6:**
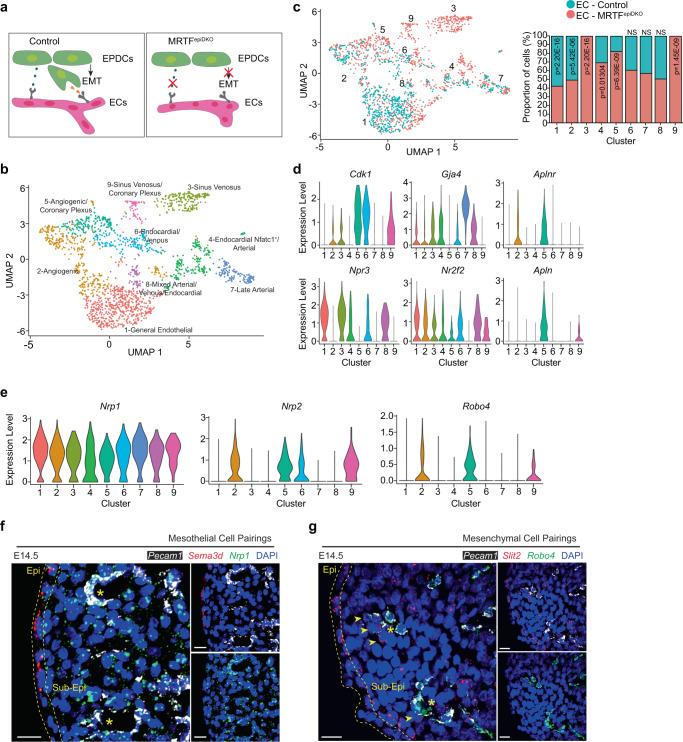
Disruption of epicardial EMT alters intercellular cross-talk between the epicardium and coronary vasculature. **a** Schematic of vasculature development representing disruption of intercellular signaling hypothesized in *Mrtf-a*;*Mrtf-b* double knockout (MRTF^epiDKO^) hearts. **b**, **c** UMAP representation of single-cell transcriptomes of embryonic day (E)14.5 endothelial cells (ECs) represented by **b** cell identities and **c** genotype with the proportion of each cell cluster (%) contributing to either the Control or MRTF^epiDKO^ genotype is graphed on the right. A two-sample Student’s *t*-test was performed to determine the significance of the proportion of cells in single-cell clusters. Refer to Supplementary Fig. 11b, c for FACS sequential gating and enrichment of ECs. **d** Violin plots showing expression of select genes associated with EC identity. **e** Violin plots showing expression of select receptors for Sema3d and Slit2 ligands in the 9 EC clusters. Expression level in **d** and **e** represents log normalized expression. **f**, **g** Expression of select ligand–receptor pairs within epicardial cells and Pecam1^+^ ECs (platelet endothelial cell adhesion molecule-1, white) at E14.5 visualized by FISH. **f** Mesothelial ligand *Sema3d* (red) is observed on the epicardial surface and *Nrp1* (green) expression is in ECs. **g** The mesenchymal enriched ligand *Slit2* (red) is expressed in interstitial epicardial cells, often associated with *Robo4*-positive (green) ECs. Yellow asterisks, developing coronary vessels. Yellow arrowheads, *Slit2* expressing cells. Dashed lines signify the epicardial border. Scale bars, 20 μm. DAPI staining was utilized to visualize nuclei (blue). Immunostaining was repeated independently 3 times with similar results. NS not-significant, EMT epithelial-to-mesenchymal transition, Epi epicardium, Sub-Epi sub-epicardium.

### Identification of potential receptor–ligand pairings between the endothelium and epicardium

Coordination of cell-to-cell signaling is critical to building vascular networks and underlies the acquisition of arterial and venous cell identity. To characterize the intercellular signaling between EPDCs and coronary ECs that influence developmental angiogenesis, we constructed a receptor–ligand visualization by matching EC-expressed receptors to epicardium-derived ligands identified by scRNA-seq, indicating whether a particular ligand is enriched within epicardium-derived mesothelial or mesenchymal cells (Supplementary Fig. 15a). We then identified epicardium-derived vascular guidance genes that are influenced by epicardial EMT by cross-referencing to our bulk RNA-sequencing of MRTF^epiDKO^ EPDCs (Supplementary Fig. 16a and Supplementary Dataset 5). 

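Supplementary Dataset 6 pairs ligands of EPDCs with receptors of endothelial cells, in 1156 pairs over 360 ligand genes. It marks 115 of these ligands as dysregulated. In the counts of MRTFepiDKO and control EPDCs, 301 of the 360 ligands had enough reads to be tested. Of these, 54 changed, 23 higher and 31 lower in MRTFepiDKO EPDCs (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05 over all genes). Adjusted over the list alone, 79 did. The study's table marks 53 of the 54 as dysregulated, and 112 of its 115 marked ligands could be tested. The marks rest on the same libraries, so this overlap is not independent evidence. Of the 112, 60 were lower in MRTFepiDKO EPDCs. The alternative that moved the count most upward was the one with no filter on low counts, with 88 of 347 ligands. Leaving out MRTFepiDKO replicate 1 gave 33, as did leaving out replicate 2.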

We identified 99 genes encoding ligands that are dysregulated upon *Mrtf* deletion, potentially impacting pathways related to proliferation, growth factor signaling, non-canonical Wnt signaling, ECM–receptor interactions, and axon guidance (Supplementary Fig. 16a–c); a total of 52 ligands that are normally restricted to the mesothelium or mesenchyme in control mice are disrupted (Supplementary Fig. 17a–c). Notably, 34 genes encoding receptors that are detected in ECs were significantly altered following *Mrtf* deletion within the epicardium (Supplementary Fig. 18), which led to the potential disruption of 87 receptor–ligand pairs (Supplementary Fig. 15b and Supplementary Dataset 6).

We next re-evaluated the single EC transcriptome and conducted RNA FISH to evaluate the distribution of key cell surface receptors within the fetal heart, focusing on candidate receptors for Sema3d (mesothelium-derived) and Slit2 (guidepost cell-derived). We detected the semaphorin co-receptor *Nrp1* within all EC clusters (Fig. 6e). RNA FISH confirmed the widespread expression of *Nrp1* within a majority of *Pecam1*-expressing ECs, while *Sema3d* is restricted to mesothelial cells on the cardiac surface (Fig. 6f and Supplementary Figs. 19, 20a). In contrast, *Nrp2* and *Robo4* are primarily restricted to angiogenic and coronary plexus EC within clusters 2, 5, and 9 (Fig. 6e). FISH confirmed the expression of *Robo4* within a distinct population *Pecam1*^+^ ECs that often reside in close proximity to *Slit2*^+^ cells (Fig. 6g and Supplementary Figs. 19, 20b). These data reveal the potential for complex intercellular cross-talk between EPDC and EC that may influence coronary angiogenesis.

### Disruption of epicardial EMT alters EC developmental trajectory

To define how EC developmental trajectory is altered upon disruption of epicardium-derived paracrine signaling, we ordered ECs obtained from control and MRTF^epiDKO^ mice at E14.5 in pseudotime using Monocle (Supplementary Fig. 21a and Supplementary Dataset 7). While each pseudotime state is composed of ECs obtained from animals of both genotypes, states 5 and 7 are enriched in ECs from control mice, and states 1–4 are enriched in MRTF^epiDKO^ ECs (Fig. 7a and Supplementary Fig. 21b, c). Cell state also correlates with cell cycle activity (Fig. 7b), consistent with reports that EC maturation coincides with reduced proliferation^9,36^. Pseudotime originates in state 1 with SV and angiogenic coronary progenitors, marked by the expression of *Aplnr*, *Apln*, and *Sparcl1*, and an over-abundance of cells in the G2/M and S phases of the cell cycle (Fig. 7b, c). ECs obtained from control hearts primarily followed a trajectory from progenitor state 1 through a mixed venous/primed arterial EC state 5 (represented by *Nr2f2, Ephb4, Dab2*) towards terminal states 6 and 7. State 6 displays immature arterial-like characteristics, with relatively lower levels of the venous markers *Nr2f2* and *Ephb4*, elevated levels of the early arterial gene *Efnb2,* and intermediate levels of the mature arterial gene marker *Gja4* (Fig. 7d–f and Supplementary Fig. 22a, b). In contrast, terminal state 7 is represented by cells with more venous-like characteristics, expressing higher levels of *Nr2f2*, *Ephb4,* and *Dab2* (Fig. 7d and Supplementary Fig. 22a, b). The start of pseudotime is enriched in ECs obtained from MRTF^epiDKO^ hearts, which transition through a unique developmental trajectory (states 2–4), characterized by ECs that have exited the cell cycle (Fig. 7a, b). State 2 represents a transient EC phenotype leading towards state 4, which is defined by early (*Efnb2, Sox17*) and mature (*Fbln5*, *Gja4,* and *Aqp1)* arterial markers (Fig. 7e, f and Supplementary Fig. 22a, b). Cell state 3 is composed nearly entirely of ECs from MRTF^epiDKO^ hearts that have exited the cell cycle and express intermediate levels of angiogenic and arterial genes as well and endocardial markers (Fig. 7f, g and Supplementary Fig. 22a, b). Endocardial gene markers *Nfatc1* and *Npr3* are most enriched in terminal states 3, 6, and 7, whereas *Emcn* was detected broadly across cells ordered in pseudotime (Fig. 7g and Supplementary Fig. 22a, b). Collectively, ECs from MRTF^epiDKO^ hearts lack obvious venous identity markers and show a bias towards immature arterial fate, indicating epicardial EMT-dependent EPDC-EC signaling may directly impact EC maturation.

**Fig. 7:**
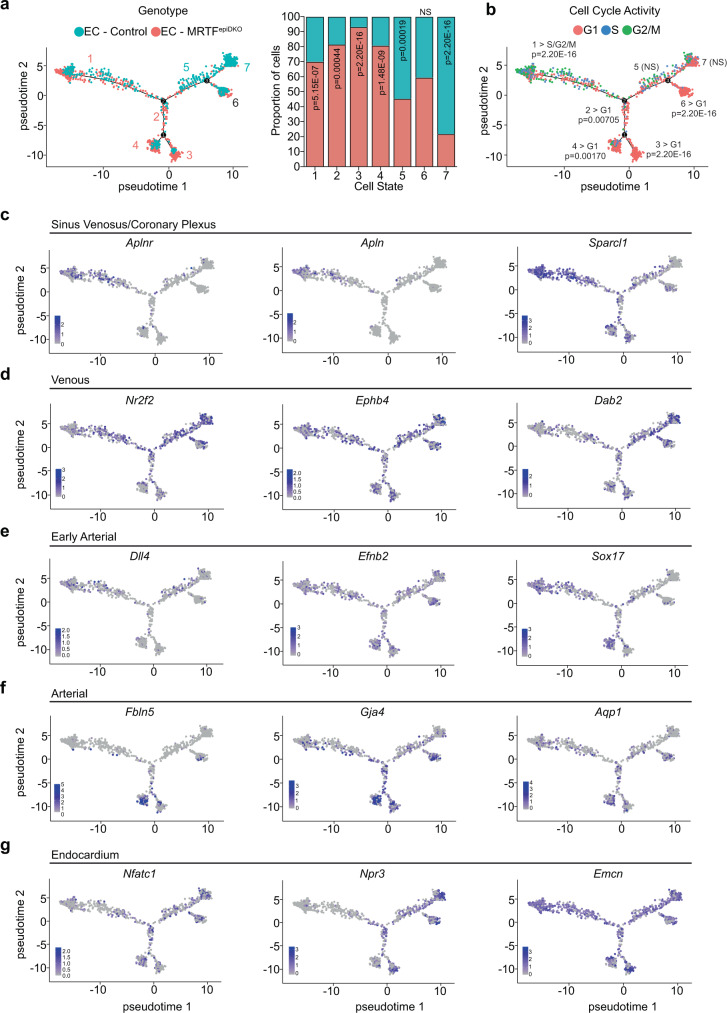
Disruption of epicardial EMT alters arteriovenous differentiation and maturation. **a**, **b** Monocle-generated pseudotime trajectory of ECs from control and *Mrtf-a*;*Mrtf-b* double knockout (MRTF^epiDKO^) hearts. Developmental trajectories represented by **a** genotype with the proportion (%) of control or MRTF^epiDKO^ ECs represented in each cell state (right) and **b** cell cycle activity with a representation of cells in the G1, S, or G2/M phase of the cell cycle. A two-sample Student’s t-test was performed to determine significance of the proportion of cells in single-cell clusters presented in **a** and **b**. **c**–**g** Pseudotime feature plots representing the expression of genes related to the **c** sinus venosus/coronary plexus, **d** venous, **e** early arterial, **f** late arterial, and **g** endocardial cell identity. The scale represents relative (Rel.) expression. NS not-significant, EMT epithelial-to-mesenchymal transition.

### Disruption of epicardial EMT alters EC maturation and localization

Coronary vessel maturation requires the re-specification of immature ECs towards arterial fate in deeper myocardium, and venous fate in sub-epicardial myocardium. To begin investigating the potential impact of guidepost cell-derived ligands on coronary EC differentiation, we used an adenoviral-vector to express Slit2 in E13.5 hearts cultured ex vivo (Fig. 8a and Supplementary Fig. 23a). This method allowed for specific targeting of Slit2, or GFP control, to the epicardium (Fig. 8b). Following 24 h of infection, CD31^+^ ECs were isolated from hearts using FACS (Fig. 8a), and EC differentiation and maturation markers were evaluated by qRT-PCR. Slit2 overexpression led to a reduction in the expression of arterial markers *Gja4*, *Efnb2,* and *Apln*, and increased expression of the venous/angiogenic endothelium marker *Aplnr*, although key venous markers (*Nr2f2* and *Ephb4*) were unchanged^9,38,40,41^ (Fig. 8c–f and Supplementary 23b, c). Our data are consistent with reports of Slit2 regulating angiogenesis^42,43^, and suggest a common mechanism may guide vascular pathfinding and arteriovenous fate specification.

**Fig. 8:**
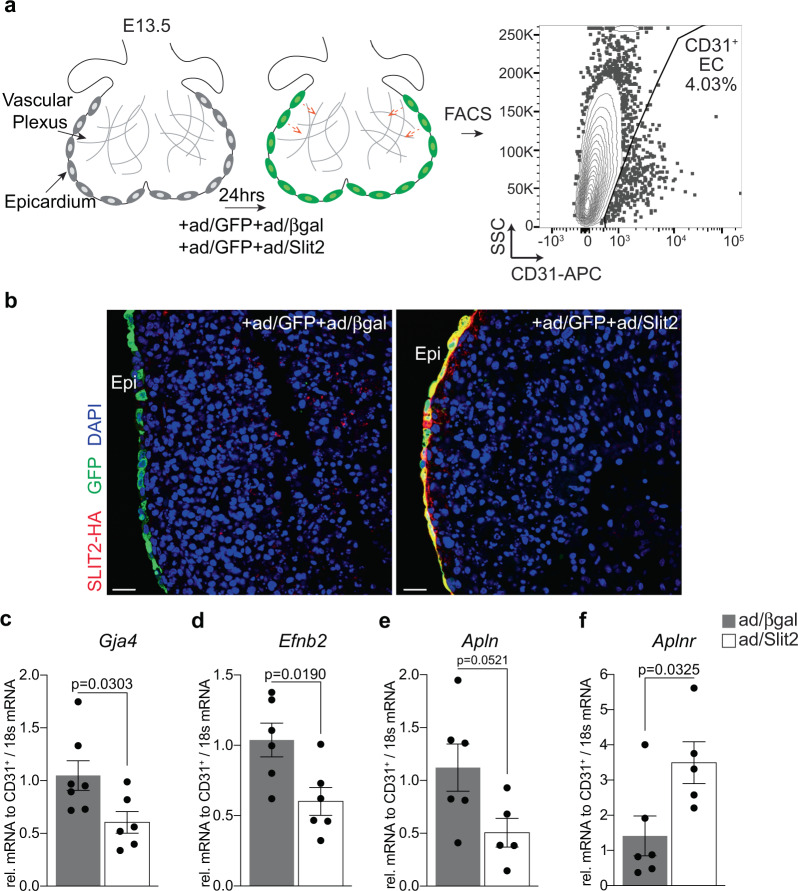
SLIT2 expression in the epicardium inhibits artery specification. **a** Schematic of experimental design to isolate ECs following adenovirus infection of the epicardium. Hearts were extracted at embryonic day (E) 13.5 and infected with adenovirus (ad) to express β-galactosidase (ad/β-gal) or SLIT2-HA (ad/Slit2, red). Ad expressing GFP was added to hearts to confirm the specificity of infection to cells of the epicardium (green). Following 24-h, hearts were digested and subjected to FACS to acquire CD31 expressing ECs. Refer to Supplementary Fig. 23d, e for FACS sequential gating and enrichment of ECs. **b** Representative images of embryonic hearts following infection with adenoviruses. SLIT2 protein expression was detected in the epicardium using an anti-HA antibody. Scale bar, 20 μm. DAPI staining was utilized to visualize nuclei (blue). Immunostaining was repeated independently 3 times with similar results. **c**–**f** Gene expression represented as fold change relative to CD31^+^ cells acquired from ad/βgal-treated hearts. *n* represents samples acquired from independent embryos. ad/β-gal *n* = 6 for *Efnb2*, *Apln*, *Aplnr* and *n* = 7 for *Gja4;* and ad/Slit2 *n* = 5 for *Apln* and *Aplnr* and *n* = 6 for *Gja4* and *Efnb2*. Data are presented as mean values ± SEM. Statistical significance was determined by a two-sample unpaired student’s *t*-test.

EC maturation is also characterized by cell polarization, induced by the connection of the nascent vasculature to arterial blood flow, which increases hemodynamic shear stress and supports EC alignment and migration against flow^44^. In order to evaluate EC maturation and polarization, we immuno-stained sections from control and MRTF^epiDKO^ hearts obtained at E14.5 and E17.5 with antibodies directed against EMCN and ERG, a pan-EC ETS-family transcription factor^45^. The length-to-width ratio of ERG^+^ nuclei was quantified as an indicator of cell polarity, revealing considerable elongation between E14.5 and E17.5 in control hearts, an alteration that was not observed in ERG^+^ nuclei of MRTF^epiDKO^ hearts (Fig. 9a–c). Quantification of ERG^+^ nucleus localization also revealed an inappropriate accumulation of ECs near the epicardial surface in MRTF^epiDKO^ hearts at E14.5 and E17.5 (Fig. 9a, d, e and Supplementary Fig. 24a, b). To further interrogate the distribution of mature ECs, immunostaining was performed to visualize venous EC (EMCN, green) and arterial EC (Cx40, red), which display sub-epicardial and mid-myocardial localization in control E17.5 hearts. In contrast, EMCN^+^ venous cells displayed an abnormal accumulation near the epicardial surface in MRTF^epiDKO^ hearts (Fig. 9f, g; Supplementary Fig. 25). We also often found Cx40^+^ arterial EC as discontinuous patches of cells without a discernable lumen, which resided deeper within the myocardium of MRTF^epiDKO^ hearts (Fig. 9f, h; Supplementary Fig. 25). Collectively, these findings reveal a contribution of epicardium-derived pathfinding cues to EC localization and AV specification.

**Fig. 9:**
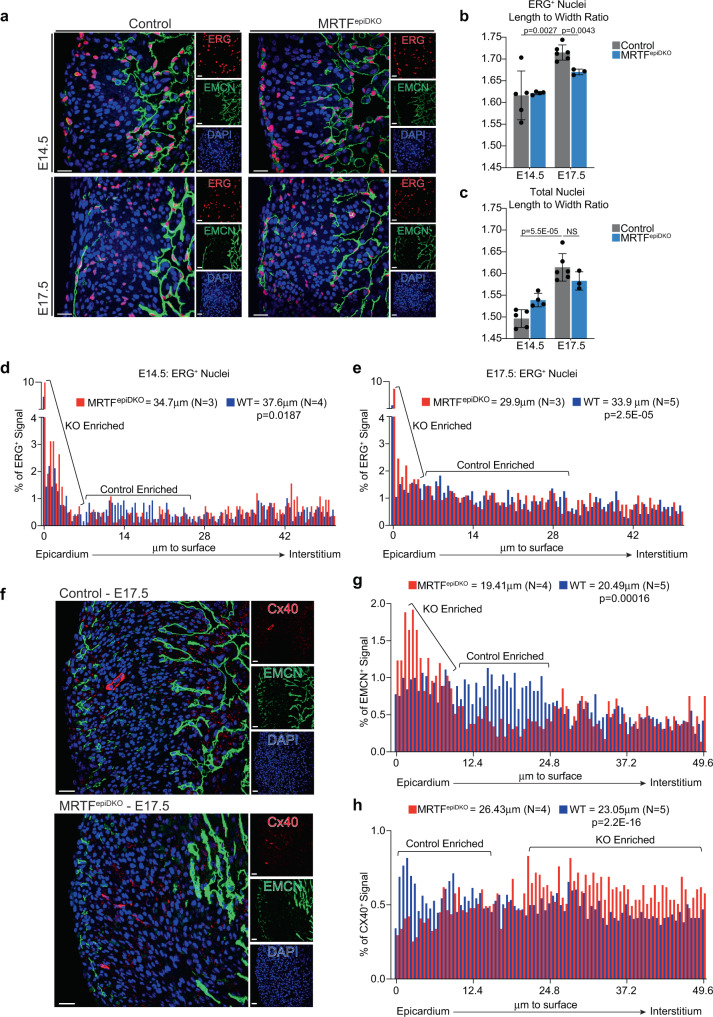
Epicardial dysfunction alters endothelial cell localization and maturation. **a** Immunofluorescence staining of sections from hearts isolated at embryonic stage (E)14.5 and E17.5. Antibodies are directed against ERG (red, pan-EC) and EMCN (green, venous, and endocardial EC). Scale bar, 20 μm. **b** Quantitation of the length-to-width ratio of ERG^+^ nuclei (top) or **c** total nuclei (bottom). *n* represent samples acquired from independent embryos. At E14.5, *n* = 5 Control hearts and *n* = 4 *Mrtf-a*;*Mrtf-b* double knockout (MRTF^epiDKO^) hearts. At E17.5, *n* = 6 Control hearts and *n* = 3 MRTF^epiDKO^ hearts. For each heart, at least three fields of view were assessed. Data are presented as mean values ± SEM. Statistical significance was determined by a two-sample unpaired Student’s *t*-test. **d**, **e** Quantitation of ERG^+^ nuclei localization, reported as a percentage of cells within a particular bin representing the distance from the epicardial surface of the heart at **d** E14.5 and **e** E17.5. **f** Immunofluorescence staining of sections from hearts isolated at E17.5 with antibodies directed against EMCN (green) and Cx40 (red, arterial). Scale bar, 25 μm. **g**, **h** Quantitation of **g** EMCN^+^ cell localization and **h** Cx40^+^ cell localization, reported as a percentage of cells within a particular bin representing the distance from the epicardial surface of the heart. For localization experiments, *n* represents data acquired from independent embryos, which was analyzed in 1 experiment. For ERG + nucleus localization *n* = 4 Control hearts and *n* = 3 MRTF^epiDKO^ hearts at E14.5; and *n* = 5 Control hearts and *n* = 4 MRTF^epiDKO^ hearts at E17.5. For Cx40 and Emcn localization, *n* = 5 Control hearts and *n* = 4 MRTF^epiDKO^ hearts at E17.5. Significant accumulation of ECs in particular regions of the heart are marked by brackets that indicate the over-represented genotype. For each heart, at least three fields of view were assessed. DAPI staining was utilized to visualize nuclei (blue). For data in **d**, **e**, **g**, **h** statistical significance was determined by a two-tailed Mann–Whitney test. NS not-significant, WT wild-type, KO knockout.

## Discussion

In summary, our data establish epicardial EMT as a driving force in the generation of distinct expression domains of vascular patterning cues characterized by: (1) Mesothelial cells on the surface of the heart expressing angiogenic chemokines such as Sema3d; and (2) Epicardium-derived mesenchymal cells that express chemokines such as Slit2 and Angptl2. Our data also reveal the coordinated regulation of coronary EC localization and AV specification by epicardium-derived vascular patterning cues.

We previously reported that deletion of MRTFs in the epicardium prevents EMT, and inhibits coronary plexus formation^7^. The current transcriptome analyses further establish the epicardium as an important source of vascular guidance cues in the embryo, which is disrupted in MRTF mutant mice. 

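In the bulk RNA-sequencing, the ligand genes Efna5, Sema3d, Slit2, Slit3 and Wnt5a were each higher in control EPDCs than in non-EPDCs, with no overlap between 3 libraries and 3, where chance separates 10% of genes in either direction. These comparisons cross the 2 sets of counts. None of the 5 genes is among those that separate the sets, but this does not exclude a difference in counting. A gene separates only if control and MRTFepiDKO EPDCs lie on the same side, and these genes were lower in MRTFepiDKO EPDCs. Slit2 stood at 26 ± 20 CPM in non-EPDCs (SD, n = 3), a log2 fold change of 2.91 for EPDCs against non-EPDCs (standard error 0.75, adjusted p = 0.024 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sema3d stood at 16.4 ± 15.1 CPM, with 3.25 (standard error 0.97, edgeR adjusted p = 0.048), and Wnt5a at 47.3 ± 19.3 CPM, with 1.64 (standard error 0.39, edgeR adjusted p = 0.016). Efna5 stood at 96.6 ± 51.6 CPM, with 1.37 (standard error 0.39, edgeR adjusted p = 0.038). Slit3 stood at 41.8 ± 21.7 CPM, with 1.44 (standard error 0.47), and did not pass (edgeR adjusted p = 0.067), but passed in DESeq2's Wald test (0.02), with 0.018 to 0.092 over the alternatives with all libraries and no replicate block. Sema3d and Efna5 fell short with only the 2 groups compared in the fit (edgeR adjusted p of 0.062 and 0.058). Over the same alternatives the adjusted p of Sema3d ranged from 4.1e-08 to 0.095 and that of Efna5 from 0.0032 to 0.058. Adjusted over the list alone, all 5 passed. Of the 6 fits that each left out 1 library, Efna5, Sema3d and Slit2 each passed in 1 and Wnt5a in 4. The highest edgeR adjusted p was 0.12 for Efna5 and Sema3d without non-EPDC replicate 1, and 0.081 for Slit2 and 0.057 for Wnt5a without non-EPDC replicate 3. Slit3 passed without that replicate, at 1.92 (0.029). The set of 5 had a median of 1.64 and a camera p of 0.0018, with 0.0012 under fry and 0.066 under an estimated correlation. Of the genes of Fig. 4d, 24 were higher and 2 lower in EPDCs than in non-EPDCs, with a median of 1.14, and 8 passed the threshold, 11 adjusted over the list alone. Camera gave p = 8.4e-05 for them, fry 0.0067, and an estimated correlation 0.13. The receptor gene Robo4 went the other way, with 38 ± 40.2 CPM in non-EPDCs and at least 58.4-fold less in EPDCs (edgeR adjusted p = 0.0022). The bound is at least 23-fold without non-EPDC replicate 3 and at least 104-fold without control replicate 2.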

Here, we define the specific role of epicardial EMT in establishing the spatial pattern of vascular cues that control EC patterning. We found that EMT induces the expression of secreted ligands that are found in epicardium-derived mesenchyme, while silencing those ligands that are restricted to the mesothelium. *Slit2* is especially induced upon epicardial EMT, and localizes to a minor population of epicardium-derived fibroblasts and pericytes that we term vascular “guidepost cells”. This population is reminiscent of the guidepost neuron in axon patterning, which provides non-continuous landmarks that act as “stepping stones” for growing axons^16^. While the regulation of vascular guidance molecules seems largely dependent on EMT, reduction of the mesothelium-restricted *Sema3d* in MRTF mutant mice suggests general epicardial dysfunction, supported by the suppression of canonical epicardial genes *Aldh1a2*, *Tbx18*, *Tcf21,* and *Wt1*^15,46,47^.

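In the bulk RNA-sequencing of MRTFepiDKO and control EPDCs, the 4 canonical epicardial genes were all lower in the mutant, in each MRTFepiDKO library compared with each control library (chance separates 10% of genes, in either direction), and all passed the threshold over all genes and adjusted over the list alone. Tbx18 went from 190 ± 35.5 to 18.5 ± 13.1 CPM (SD, n = 3 each), a log2 fold change of −3.36 (standard error 0.48, adjusted p = 0.0011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and passed in each of the 6 fits that left out 1 library. Aldh1a2 went from 328 ± 56.7 to 41 ± 42.2 CPM, at −3.0 (standard error 0.68, edgeR adjusted p = 0.016), and passed in 3 of 6, with 0.08 without MRTFepiDKO replicate 1. Tcf21 went from 99.3 ± 28.2 to 19.3 ± 18.9 CPM, at −2.36 (standard error 0.67, edgeR adjusted p = 0.048). Wt1 went from 211 ± 14 to 91.2 ± 34.9 CPM, at −1.21 (standard error 0.31, edgeR adjusted p = 0.029). Tcf21 and Wt1 passed only in the fit without MRTFepiDKO replicate 4, and edgeR's adjusted p reached 0.18 and 0.13 without replicate 1. With library size as the only scaling, Tcf21 had an edgeR adjusted p of 0.065, in a range from 1.4e-04 to 0.065 over the alternatives with all libraries and no replicate block. The set had a median of −2.68 and a camera p of 7.4e-05. The call held under fry (8.6e-04) and not under an estimated correlation (0.057). In SRFepiKO EPDCs, across the 2 sets of counts, the median of these 4 genes was −3.02 and all 4 passed. Without control replicate 3, Tcf21 (edgeR adjusted p of 0.066) and Wt1 (0.053) fell short there, as did Tcf21 without control replicate 1 (0.052). Of the 8 genes of Supplementary Fig. 8c, all were lower in MRTFepiDKO EPDCs with a median of −1.18, and 5 passed the threshold, 6 adjusted over the list alone. For that list camera gave 1.8e-05, fry 0.0014 and an estimated correlation 0.072. Among them Msln fell by 1.15 on the log2 scale (standard error 0.30, edgeR adjusted p = 0.03), passing in 2 of 6 fits, with an edgeR adjusted p of 0.14 without MRTFepiDKO replicate 2. Pdpn (−0.87), Upk3b (−0.75) and Upk1b (−0.43) did not pass, with edgeR adjusted p of 0.12, 0.23 and 0.3.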

Prior studies have revealed the importance of individual factors such as Sema3d and Slit2 in patterning of coronary venous cells and supporting cardiomyocyte cytokinesis^48,49^. Here, we found *Slit2*^*+*^ guidepost cells in close proximity to *Robo4*^+^ ECs in the sub-epicardium; thus, Slit2-Robo4 interactions are positioned to control angiogenesis and vascular stability, as described in other contexts^37,43,50,51^. Indeed, our study found that overexpression of Slit2 suppressed the arterial EC phenotype in ex vivo heart culture, based on the expression of arterial (*Gja4* and *Efnb2)* and angiogenic venous markers (*Aplnr*). This result is consistent with the accumulation of ECs that exhibit an immature arterial phenotype upon suppression of *Slit2* expression in MRTF^epiDKO^ hearts. However, Cx40^+^ arterial ECs become mislocalized and fail to consistently form lumens in MRTF^epiDKO^ embryos at E17.5, revealing a defect in EC maturation. Evidence for improper arterial cell differentiation upon epicardial disruption is consistent with the retention of a sinus venosus and coronary plexus EC phenotype, represented by the expression of *Aplnr*, *Apln*, *Vegfa*, *Vegfc*, *Cd47*. Of note, AV specification is in part regulated by COUP-TFII (also known as Nr2f2), which inhibits Notch activity in ECs and blocks differentiation into arterial cells^52^. However, *Nr2f2* expression was not altered by Slit2 overexpression in heart cultures; therefore, it appears the impact of Slit2 on EC identity is only partial, suggesting additional factors are required for normal EC maturation. Therefore, future studies should interrogate the combinatorial paracrine code that governs normal AV specification.

Importantly, acquired and developmental vascular abnormalities underlie many human diseases, including stroke and heart disease. For example, coronary artery disease (CAD) disrupts the vascular network that supplies the heart with oxygen and nutrients. Although environmental factors including a sedentary lifestyle and a high-fat diet contribute to CAD progression, accumulating evidence suggests a considerable genetic component to disease risk^53^. One of the strongest genetic risk factors for CAD is the *Tcf21* gene, which is highly expressed in the fetal epicardium and is essential for normal cardiac fibroblast and coronary vessel formation^46,47^. Therefore, a better understanding of epicardium-directed coronary vessel formation in development may provide insight into CAD mechanisms.

Regenerative therapeutic strategies for cardiac repair include approaches to promote cardiomyocyte proliferation^54^ and sympathetic innervation^55,56^; however, strategies to stimulate re-vascularization such as through enhancing coronary collateralization must complement new muscle formation. Single-cell transcriptomic analysis has identified populations of neovasculogenic ECs that emerge following MI^57^, and limited angiogenesis of the injured adult heart is reported to occur through the activation of developmental angiogenic programs^58,59^. Indeed, the epicardium induces a fetal gene program after myocardial infarction that includes a paracrine signature^60,61^. Unfortunately, the reactivation of endogenous angiogenic programs in the adult heart is insufficient to support meaningful collateralization of ischemic tissue. Therefore, our study describing the paracrine cues underlying developmental coronary angiogenesis may provide a framework to establish re-vascularization strategies for cardiac regenerative medicine.

## Methods

### Animal models

All animal experiments were conducted in accordance with the ethical regulations for testing and research and approved by the University Committee on Animal Resources at the University of Rochester (UCAR-2011-026E). C67BL/6J mice were purchased from The Jackson Laboratory (stock number 000664) and all mouse lines were maintained on the C57BL/6J background. Rosa26^mTmG/mTmG^ mice were purchased from The Jackson Laboratory (stock number 007576). Rosa26^tdTomato^ mice were purchased from The Jackson Laboratory (stock number 007909). The Wt1^CreERT2^ mouse strain expresses the CreERT2 fusion protein in the presence of tamoxifen and under the control of *Wt1* promoter. Wt1^CreERT2^ mice were used to efficiently label the epicardium and its derivatives and as previously described^6^ and were purchased from The Jackson Laboratory (stock number 010912). Cspg4^CreERT2^ mice express the tamoxifen-inducible Cre-recombinase under the control of *Cspg4* promoter. Cspg4^CreERT2^ mice were used to label cardiac pericytes during embryonic development and is a validated model to label *Cspg4* expressing cells^35^ and were purchased from The Jackson Laboratory (stock number 008538). Mrtfa^−/−^ and Mrtfb^flox/flox^ mice were previously described^7^ and were gifts from Dr. Eric Olson (UT Southwestern, Dallas, TX, USA). The Srf^flox/flox^ mice were previously described^62^ and were a gift from Dr. Joseph Miano (Augusta University, Augusta, GA, USA).

Timed pregnancies were determined after placing one male with up to two females in a single cage in the late afternoon. The next morning, a confirmed plug was termed as embryonic day (E)0.5. In order to induce Cre-based recombination, 4-Hydroxytamoxifen (4-OHT, Millipore Sigma H6278) was dissolved in sunflower seed oil from helianthus annus (Millipore Sigma S5007) at a final concentration of 10 mg/mL with 10% ethanol. 4-OHT was administered by oral gavage at 75 mg/kg to pregnant dams.

4-OHT administration and dissection schedules for individual experiments were: (1) The breeding strategy to generate developmentally staged embryos for single-cell RNA-sequencing of epicardial cells and isolation of hearts for immunostaining and in situ hybridization assays: Wt1^CreERT2/+^ males were crossed to Rosa^mTmG/mTmG^ females. 4-OHT was administered at E9.5 and E10.5 and embryos were isolated at E12.5 and E16.5. (2) The breeding strategy to generate developmentally staged embryos for gene expression analysis in epicardial cells: Wt1^CreERT2/+^ males to Rosa^mTmG/mTmG^ females or Rosa^tdTomato/tdTomato^ females. 4-OHT was administered at E9.5 and E10.5 and embryos were isolated at E12.5, E14.5, and E16.5. (3) The breeding strategy to generate developmentally staged embryos for the analysis of cardiac pericytes by in situ hybridization assays: Cspg4^CreERT2/+^ males were crossed to Rosa^mTmG/mTmG^ females. 4-OHT was administered at E9.5/E10.5 and E15.5/E16.5 and embryos were isolated at E17.5. (4) The breeding strategy to generate developmentally staged embryos for single-cell RNA-sequencing of endothelial cells and isolation of hearts for immunostaining and in situ hybridization assays: Wt1^CreERT2/+^ males were crossed to C57BL/6J mice to generate Control embryos. Wt1^CreERT2/+^; Mrtf-a^−/−^; Mrtf-b^flox/flox^ males were crossed to Mrtf-a^−/−^; Mrtf-b^flox/flox^ females to generate MRTF^epiDKO^ embryos. 4-OHT was administered at E9.5 and E10.5 and embryos were isolated at E14.5 and E17.5. (5) The breeding strategy to generate developmentally staged embryos for isolation of Control and MRTF mutant epicardial cells for bulk RNA-sequencing and gene expression studies: Mrtf-a^−/−^; Mrtf-b^flox/flox^ males were crossed to Mrtf-a^−/−^; Mrtf-b^flox/flox^ to generate Mrtf-a^−/−^; Mrtf-b^flox/flox^ embryos. SRF^flox/flox^ males were crossed to SRF^flox/flox^ females to generate SRF^flox/flox^ embryos. Embryos were dissected at E12.5 for heart culture and epicardium-derived cell labeling and gene deletion was conducted via adenoviral-vector mediated delivery of GFP and Cre-recombinase, as described below. (6) The breeding strategy to generate developmentally staged embryos for ex vivo expansion of primary epicardial cells and gene expression studies: C57BL/6J males were crossed to C57BL/6J females and embryos were isolated at E11.5. (7) The breeding strategy to generate developmentally staged embryos for isolation of endothelial cells following ex vivo heart culture and infection with adenoviruses: C57BL/6J males were crossed to C57BL/6J females and embryos were isolated at E13.5.

### Embryonic heart digestion protocol

Epicardium-derived cells (EPDCs) and endothelial cells (ECs) were isolated from developmentally staged hearts as defined above. On the day of isolation, pregnant dams were anesthetized with an intraperitoneal injection of 0.5 mL of ketamine-xylazine cocktail (13 mg/mL ketamine in 0.88 mg/mL xylazine in DPBS) followed by cervical dislocation. After the use of 70% ethanol to sterilize the abdominal area, an incision to enter and remove decidua away from the mesometrium was performed, and embryos were placed in pre-warmed HBSS (ThermoFisher Scientific, SH30031.02). After the removal of extraembryonic tissue and the yolk sac, the heart was removed from the embryo and placed in a cell culture well-containing culture media made up of M199 (ThermoFisher Scientific, SH3025301) supplemented with 10% FBS (Gemini Bio-Products, 100106) and 1% Penicillin/Streptomycin (Pen-Strep; ThermoFisher Scientific, SV30010). Digestion of embryonic hearts began by removing residual HBSS from wells and replacing media with a digestion solution containing 0.08% Collagenase IV (Millipore Sigma, C5138), 0.05% Trypsin Protease (ThermoFisher Scientific, SH30042.01), 1% chicken serum (Vector Laboratories, S-3000) diluted in pre-warmed HBSS before placing hearts in a 37 °C hybridization oven with gentle shaking for 5 min intervals. Following incubation, hearts were dissociated by gentle pipetting (3 times with a P1000 pipette) and undigested tissue was allowed to settle for 30 s. After settlement of tissue, media was collected and added to a separate tube containing horse serum (Vector Laboratories, S-2000) to neutralize digestion, and digested cells were then saved on ice. Digestion, pipetting, and collection of media were repeated 3-5 more times, and cells were then filtered through a 70 μm filter and centrifuged at 200 × *g* for 5 min at 4 °C. The resulting pellet was placed in 10% FBS in DMEM (without phenol red, ThermoFisher Scientific, SH30284.01) and saved on ice before performing fluorescence-activated cell sorting FACS using a BD FACS Aria II using a 100 μm nozzle (BD Biosciences). DAPI (4′,6-Diamidino-2-Phenylindole, Dihydrochloride) was added to cells immediately before sorting (0.5 μg/mL; ThermoFisher Scientific, D1306) to exclude dead cells. Cells were sorted directly into 1.5 mL Eppendorf tubes containing 0.5% bovine serum albumin (BSA, Millipore Sigma, A9647) in DPBS at 4 °C and immediately processed.

### Cell isolation of epicardial cells at E12.5 and E16.5 for scRNA-seq

EPDCs were collected from Wt1^CreERT2/+^; R26^mTmG/+^ embryos that were administered 4-OHT at E9.5 and E10.5 via pregnant dams. A total of 7 E12.5 staged hearts were pooled from 2 dams, and a total of 17 E16.5 staged hearts were pooled from 4 dams based on visual confirmation of green fluorescent protein (GFP) expression in the epicardium using a ZOE Fluorescent Cell Imager (Bio-Rad). Hearts negative for the expression of the Wt1^CreERT2^ allele, exhibited tdTomato fluorescence alone, and were either discarded or used as tdTomato positive fluorescence controls for flow cytometry. Developmentally staged C57BL/6J embryos were collected as non-fluorescence controls for flow cytometry. Additionally, genomic DNA was isolated from all embryos, and Wt1^CreERT2^; R26^mTmG/+^ positive embryos were confirmed by PCR genotyping using transgene-specific primers. Following the digestion protocol described, EPDCs were gated as single cells (based on FSC × SSC dimensions), DAPI negative, tdTomato negative, and GFP-positive. TdTomato positive cells were sorted for downstream gene expression analysis. EPDCs collected by FACS were immediately processed for single-cell capture, library preparation, and sequencing, as described below.

### Cell isolation of epicardial cells at E12.5, E14.5, and E16.5 for gene expression analysis

EPDCs were collected from both Wt1^CreERT2/+^; R26^mTmG/+^ and Wt1^CreERT2/+^; R26^tdTomato/+^ embryos that were administered 4-OHT at E9.5 and E10.5 via pregnant dams. Fluorescence was confirmed using the ZOE Fluorescent Cell Imager (Bio-Rad). Hearts negative for the expression of the Wt1^CreERT2^ allele, exhibited tdTomato fluorescence (R26^mTmG/+^) or were non-fluorescent (R26^tdTomato/+^) and were either discarded or used as fluorescence controls for flow cytometry. Following the digestion protocol described, EPDCs were gated as single cells (based on FSC × SSC dimensions), DAPI negative, tdTomato negative, and GFP-positive if the cross was to the R26^mTmG^ fluorescent reporter. If the R26^tdTomato^ fluorescent reporter was used, DAPI negative and tdTomato positive EPDCs were collected. EPDCs collected by FACS were then processed for RNA isolation prior to conducting quantitative RT-PCR.

### Cell isolation of endothelial cells at E14.5 for scRNA-seq

ECs were collected from Wt1^CreERT2/+^ (Control) and Wt1^CreERT2/+^; Mrtf-a^−/−^; Mrtf-b^flox/flox^ (MRTF^epiDKO^) mice after administration of 4-OHT at E9.5 and E10.5 via oral gavage of pregnant dams. A total of 10 Control hearts were pooled from 2 dams. A total of 7 MRTF^epiDKO^ hearts were pooled from 2 dams. Prior to digestion, hearts were placed in HBSS at 37 °C and 5% CO_2_ and genomic DNA from all embryos were subjected to genotyping to detect the Wt1^CreERT2/+^ allele within 2 h. Following confirmation of positive embryos, hearts were subjected to the digestion protocol described. After filtering and centrifuging cells, ECs were incubated with fluorescently conjugated antibodies directed against CD31-APC (dilution at 1:100; BD Biosciences 551262) and CD45-FITC (dilution at 1:50; BD Biosciences 553079) for 30 min in 0.5% BSA in DPBS on ice. After antibody labeling, cells were washed and centrifuged at 200 g for 5 min and placed in 10%FBS/DMEM buffer. ECs were gated as single cells that are DAPI negative, CD45-FITC negative, and CD31-APC positive. ECs collected by FACS were immediately processed for single-cell capture, library preparation, and sequencing.

### Ex vivo embryonic heart culture for isolation of endothelial cells following adenovirus infection

ECs were collected from C57BL/6 hearts that were extracted at E13.5 and placed in culture media (DMEM:M199 with 10% FBS and 1% Pen-Strep) containing adenovirus to express β-galactosidase (Vector Biolabs, 1080) or SLIT2-HA (Applied Biological Materials, 132844A) for 24 h at 37 °C and 5% CO_2_ and subjected to the digestion protocol described. This method primarily transduces surface epicardial cells with adenovirus. After filtering and centrifuging cells, ECs were incubated with fluorescently conjugated antibodies to select for vascular EC (CD31-APC; BD Biosciences 551262) for 30 min in 0.5% BSA in DPBS on ice. After antibody labeling, cells were washed and centrifuged at 200 × *g* for 5 min and placed in 10%FBS/DMEM buffer. ECs were gated as single cells that are DAPI negative and CD31-APC positive. ECs collected by FACS were immediately processed for RNA isolation prior to conducting quantitative RT-PCR.

### Ex vivo embryonic heart culture for isolation of epicardial cells for bulk RNA-sequencing

Hearts were collected from Srf ^flox/flox^ (for control EPDC, Srf-KO EPDCs, and non-EPDC) and Mrtf-a^−/−^; Mrtf-b^flox/flox^ (for Mrtf-dKO) embryos that were extracted at E12.5 and placed in culture media (M199 with 10% FBS and 1% Pen-Strep) containing TGF-β2 (2 ng/mL; R&D Systems) and PDGF-BB (20 ng/mL; R&D Systems) to induce epithelial-mesenchymal transition. All explants were transduced with adenovirus to express a green fluorescent protein (GFP, Vector Biolabs, 1060) on the epicardial surface. Control hearts were co-transduced with adenovirus expressing β-galactosidase (Vector Biolabs, 1080) while gene deletion was accomplished by co-transduction with adenovirus expressing Cre-recombinase (Vector Biolabs, 1045) to excise floxed alleles (all adenovirus treatments were at 1 × 10^6^ pfu/mL). Following 48 h of culture at 37 °C and 5% CO_2_, hearts were dissociated and EPDCs were isolated via FACS by gating for single cells, and separated as GFP negative (non-EPDCs) or GFP-positive (EPDCs) from each group and collected in 5 mL FACS tubes containing 0.5 mL HBSS supplemented with 10% FBS. Hearts not treated with ad-GFP were used as non-fluorescence gating controls during flow cytometry analysis. Sorted cells were then pelleted at 200 × *g* for 5 min at 4 °C. Total RNA was isolated using TRIzol Reagent (ThermoFisher Scientific, 15596018) per manufacturer’s instructions and cleaned up with column purification. RNA quality was evaluated using a bioanalyzer and prepared into NGS libraries for bulk RNA-sequencing or was used for conducting quantitative RT-PCR.

### Single library preparation and processing of single epicardial cells and endothelial cells

Single-cell libraries were generated from epicardial cells and endothelial cells acquired by FACS. Prior to capture using the 10× Genomics Chromium controller (10× Genomics), the number of cells was quantitated (TC20 Automated Cell Counter, Bio-Rad) and cell viability was assessed via the trypan blue exclusion test of cell viability. Only cell populations exhibiting greater than 80% viability were used. All cells were loaded in order to maximize the number of single cells acquired using the Chromium single Cell 3′ Reagent Kit. Libraries were prepared according to the manufacturer’s instructions using the Chromium Single Cell 3′ Library and Gel Bead Kit v.2 (10× Genomics). CellRanger v2.2.0 was used to demultiplex each capture, process base-call files to fastq format, and perform 3′ gene counting for each individual cell barcode with mouse reference data set (mm10, v 2.1.0).

### Single-cell transcriptome sequencing of epicardial cells

Cell filtering and cell-type annotation and clustering analysis: Quality control, identification of variable genes, principle component analysis, and non-linear reduction using UMAP were performed using Seurat (v3.0.0.9000 and R v3.5.1) for each individual time point separately. The integration function RunCCA was utilized to identify cell type-specific clusters without respect to developmental time. Cell-type annotations were identified based on significant cluster-specific marker genes and the Mouse Gene Atlas using Enrichr (enrichR_2.1). In order to understand the effect of developmental time, the Seurat (v3.0.0.9150) function merge() was used to combine the E12.5 and E16.5 captures to maintain the variation introduced by developmental time. Cell cycle scoring was performed and the variation introduced as a number of genes involved in mitochondrial transcription, and cell cycle phases S and G2/M were regressed out during data scaling. Data was visualized in UMAP space and clustered were defined using a resolution of 0.5.

Developmental trajectory and prediction of cell-fate determinants: The GetAssayData() function in Seurat (v3.0.0.9150) was used to extract the raw counts to construct the Monocle object. To construct the trajectory the default functions and parameters as suggested by Monocle (v2.10.1) were used along with the following deviations: the hypervariable genes defined using Seurat VariableFeatures() function were used as the ordering genes in Monocle, 8 principle components were used for further non-linear reduction using tSNE, and num_clusters was set to 5 in the clusterCells() Monocle function. The resulting Monocle trajectory was colored based on Monocle State, Pseudotime, developmental origin (E12.5 or E16.5), and Seurat clusters previously identified. Genes that are dynamically expressed at the one identified branchpoint were analyzed using the BEAM() function. The top 50 genes that are differentially expressed at the branchpoint were visualized using the plot_genes_branched_heatmap() function in Monocle.

Integration with Mouse Cell Atlas. Neonatal hearts from one-day-old pups were downloaded from the Mouse Cell Atlas (https://figshare.com/articles/MCA_DGE_Data/5435866) and re-analyzed using Seurat v3 following standard procedures previously outlined. Epicardial (E12.5 and E16.5) and neonatal-heart (1 day old) were integrated using the FindIntegegrationAnchors() and IntegrateData() functions using Seurat v3. Data were visualized in the 2-dimensional UMAP space. Marker genes were identified for the integrated clusters and Enrichr (enrichR_2.1) was used to identified significantly enriched Biological Processes (Gene Ontology 2018).

### Single-cell transcriptome sequencing of endothelial cells

Cell filtering, cell-type clustering analysis, and creation of cellular trajectories: Seurat (3.0.2) was used to filter low-quality cells, score the cells by the cell cycle, and integrate the E14.5 MRTF^epiDKO^ and Control datasets using the merge function. Cells were clustered using the first 36 dimensions of PCA to the resolution of 0.7 and visualized using UMAP. Monocle (2.10.1) was used to infer cellular trajectory after the removal of cell cycle-related genes. The determined cell states were used to determine cell state proportions of MRTF^epiDKO^ and Control and identify potential markers for these cell states. Originating datasets, pseudotime states, and cell cycle state colorings were used within generated graphics.

Receptor–ligand expression analysis: Using published lists of pairings from Ramilowski et al.^63^, the receptor–ligand pairings were converted to MGI gene symbol from HGNC gene symbol using biomaRt (2.42.0)^64,65^. Ligands that were shown to be differentially expressed within the whole-transcriptome sequencing of the MRTF^epiDKO^ epicardial cells in comparison to the Control were flagged for later consideration.

Both the endothelial and epicardial datasets were filtered for expressed receptors and ligands, respectively. Ligands expressed within the epicardial data set were categorized as being differentially expressed between mesothelial and mesenchymal cell populations. Receptors expressed within the E14.5 MRTF^epiDKO^ and Control combined data set were characterized as differentially expressed between the two conditions. Seurat’s DotPlot and doHeatMap functions were used to visualize differential expression across both datasets.

For network visualization, tidyverse (1.3)^66^ was used for data analysis, viridis (0.5.1) (https://cran.r-project.org/web/packages/viridis/index.html) was used for color mapping, and both igraph (1.2.4.2) (https://igraph.org/) and ggraph (2.0.1) (https://cran.r-project.org/web/packages/ggraph/index.html) were used to generate and plot the network map. Epicardial ligands and endothelial receptors were grouped together and colored based on differential regulation; green if they were solely differentially regulated within that data set or red if they had a corresponding differentially regulated ligand or receptor. Red-lines connect receptors and ligand pairs, which were both confirmed to be differentially expressed. The epicardial ligands were further colored by expression in specific cell populations identified as mesothelial, mesenchymal, or general epicardial.

### Whole-transcriptome sequencing of epicardial cells

The Clontech Ultralow RNA Kit in conjunction with NexteraXT DNA Library Prep Kit (Illumina) was used for next-generation sequencing library construction according to the manufacturer’s protocols. Briefly, mRNA was purified from 1 ng total RNA with oligo-dT magnetic beads and fragmented. First-strand cDNA synthesis was performed with random hexamer priming followed by second-strand cDNA synthesis using dUTP incorporation for strand marking. End repair and 3′ adenylation was then performed on the double stranded cDNA. Illumina adaptors were ligated to both ends of the cDNA, purified using Ampure beads, and amplified with PCR primers specific to the adaptor sequences to generate cDNA amplicons of ~200–500 bp in size. The amplified libraries were hybridized to the Illumina single-end flow cell and amplified using the cBot (Illumina). Single-end reads of 100nt were generated for each sample using Illumina’s HiSeq2500v4. Raw reads were generated from Illumina HiSeq2500 sequencing and demultiplexed using bcl2fastq version 1.8.4. Quality filtering and adapter removal were performed using Trimmomatic version 0.32 with the following parameters: “TRAILING:13 LEADING:13 ILLUMINACLIP:adapters.fasta:2:30:10 SLIDINGWINDOW:4:20 MINLEN:15”. Processed/cleaned reads were then mapped to the GRCm38 reference genome using the SHRiMP version 2.2.3 and the following parameters: “–qv-offset 33–all-contigs”. Uniquely aligned and multi-mapped reads were counted within the gencode GRCm38 gene annotations, in a strand-specific manner, using the cuffdiff tool from the cufflinks-2.0.2 package and the following parameters: “–FDR 0.05 -u -b GENOME”. Differential expression analyses and data normalization were performed using DESeq2-1.14.1R/Bioconductor package with an adjusted *p*-value (Benjamini–Hochberg) threshold of 0.05 within the R version 3.3.1 environment (https://www.R-project.org). The PCA plot was created given the top500 genes with the most variation using the stats-3.4.0 (prcomp) and rgl-0.98.1R packages. *K*-means clustering was performed on DEGs using log-transformed, normalized counts in Cluster 3.0 (http://bonsai.hgc.jp/~mdehoon/software/cluster/software.htm). Heat maps were generated using TreeView software (Version 1.1.6r4) and GraphPad (Version 8.4.2). Gene ontology analysis was performed using EnrichR and Ingenuity Pathway Analysis. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was performed using EnrichR.

### Epicardial explant culture and induction of EMT

In order to acquire primary epicardial cells for in vitro experiments, pregnancies were timed to obtain E11.5 embryos from C57BL/6J female dams^34^. On the day of isolation, pregnant dams were anesthetized and administered ketamine-xylazine via intraperitoneal injection followed by cervical dislocation. After removal of decidua, embryos were placed in pre-warmed HBSS, extraembryonic tissue and the yolk sac were dissected, and hearts were extracted from the embryo and placed dorsal side down on collagen-coated culture wells (Corning, 354557) and incubated at 37 °C and 5% CO_2_ for 30 min to allow adhesion of hearts to the collagen matrix. Following incubation, media composed of M199 supplemented with 5% FBS and 1% Pen-Strep was added slowly around the hearts (50–100 μL) and incubated at 37 °C and 5% CO_2_ for approximately 24 h to allow for epicardial outgrowth. Next day, hearts were removed using fine-tip forceps and the epicardial cell monolayer was washed 2 times with DPBS. Primary epicardial cells were then treated with culture media (M199 with 1% FBS and 1% Pen-Strep) containing recombinant human TGF-β1 (10 ng/mL) and recombinant human PDGF-BB (20 ng/mL) to induce EMT for a total of 48 h (with replenishment of fresh media and recombinant factors after 24 h) at 37 °C and 5% CO_2_. After a total of 72 h in culture, epicardial cells were lysed in TRIzol Reagent and processed for RNA isolation. Gene expression analysis was performed with samples combined from two separate experiments. Vehicle (*n* = 6–7) and TGFβ1/PDGF-BB (*n* = 7–9).

### RNA isolation, cDNA biosynthesis, and quantitative RT-PCR

RNA was isolated using TRIzol Reagent according to the manufacturer’s instructions. RNA was treated with the TURBO DNA-free Kit (ThermoFisher Scientific, AM1907) to eliminate genomic DNA. Purified RNA was then made into cDNA using iScript cDNA Synthesis Kit (Bio-Rad, 1708891BUN). qRT-PCR was performed with cDNA, primers (Supplementary Table 1), and IQ SYBR Green Supermix (Bio-Rad, 1708887). Data were analyzed using the ΔΔ*C*(*t*) method. Samples with insufficient melt curves were not used in analyses. Due to the low yields of RNA following enrichment or culture of embryonic cardiac cells, varying *n* displayed in Figs. 4, 5, and 8 and Supplementary Fig. 23 are reflective of samples that could not be included in all gene expression analyses due to insufficient cDNA quantities.

### In situ hybridization assays

Embryonic hearts from Wt1^CreERT2/+^; R26^mTmG/+^ (E12.5 and E16.5), Cspg4^CreERT2/+^; R26^mTmG/+^ (E17.5), Wt1^CreERT2/+^ (E14.5), and Wt1^CreERT2/+^; Mrtf-a^−/−^; Mrtf-b^flox/flox^ (E14.5) were harvested and fixed in 10% neutral buffered formalin (NBF; ThermoFisher Scientific, 22-110-869) in DPBS for 18–24 hs at room temperature on a rocking platform. After fixation, tissue was dehydrated in an ethanol series followed by xylene before embedding tissue in paraffin wax and cutting hearts into 5 μm sections using a microtome. After sectioning, slides were allowed to dry overnight at room temperature and stored with desiccants for long-term storage. In order to perform in situ hybridization, we utilized the RNAscope Multiplex Fluorescent V2 Assay (Advanced Cell Diagnostics, 323100) as per the manufacturer’s instructions for formalin-fixed paraffin-embedded (FFPE) tissue, and with small modifications. Manual antigen retrieval was performed for 10 min and RNAscope protease plus solution was added for 30 min to each section. Following pre-treatment protocols, a combination of 2–3 mRNA probes (Supplementary Table 2) was hybridized for 2 h at 40 °C and stored at room temperature in 5× Saline Sodium Citrate (SSC) overnight (16–18 h). The next day, amplification of probes was performed by hybridization and the development of horseradish peroxidase (HRP) to C1, C2, or C3 conjugated probes followed by addition of Tyramide-Signal Amplification (TSA Plus Fluorescein, Cyanine 3 and Cyanine 5; Perkin Elmer, NEL741001KT, NEL744001KT, and NEL745001KT) to fluorescently label probes (Supplementary Table 2) in a sequential manner. DAPI was added to sections after the last wash step for 30 s, and slides were mounted with ProLong Gold Antifade Mountant (ThermoFisher Scientific, P10144), coverslipped (#1.5 mm), and imaged using an Olympus Confocal Microscope IX81 (Olympus Corporation).

### Immunohistochemistry

Embryonic hearts from Wt1^CreERT2/+^; R26^mTmG/+^ (E12.5 and E16.5), Wt1^CreERT2/+^ (E14.5 and E17.5), and Wt1^CreERT2/+^; Mrtf-a^−/−^; Mrtf-b^flox/flox^ (E14.5 and E17.5) were harvested and fixed in 4% paraformaldehyde (PFA; Electron Microscopy Sciences 15710) in DPBS for 18–24 h at room temperature. After fixation, tissue was dehydrated in an ethanol series followed by xylene before embedding in paraffin wax. Hearts were then cut at 5 μm sections using a microtome, baked at 60 °C overnight, and stored at room temperature for long-term storage. To begin immunostaining, slides were deparaffinized in a series of xylenes, followed by 3-min incubations in 100% ethanol (EtOH, 3 times), 95% EtOH (1 time), and then placed in distilled water. Antigen retrieval was performed in pH6 Dako Target Antigen Retrieval buffer (Agilent Technologies, S169984-2) followed by an incubation with 3% H_2_O_2_ in 15 mM NaCl/100 mM Tris pH 7.5 (TN buffer) to quench endogenous HRP. To prevent non-specific binding of antibodies, TSA Blocking Reagent (Perkin Elmer, FP1012) diluted at 0.5% in TN wash buffer (TNB) was added for at least 30 min to sections at room temperature. After the blocking step, primary antibodies diluted in TNB were incubated on sections overnight at 4 °C. After overnight incubation (16–18 h), slides were washed 3 times in TN buffer and incubated in secondary antibodies diluted in TNB for 2 h at room temperature. Amplification was performed as necessary. Biotin secondaries were amplified by adding a streptavidin-conjugated fluorophore for an additional 1 h at room temperature in TNB after performing 3 washes of biotin secondary. HRP secondaries were amplified by using the TSA Plus Fluorescent system for 10 min at room temperature in amplification diluent (provided in TSA Plus kit) after performing 3 washes of an HRP secondary. Following, secondary or tertiary incubations, slides were washed 3 more times in TN buffer with the final wash containing DAPI (0.5 μg/mL) for at least 10 min to stain nuclei. Slides were mounted with VECTASHIELD Anti-Face Mounting Media (Vector Labs, H-1000) before being imaged on an Olympus Confocal Microscope IX81 (Olympus Corporation). Primary Antibodies and dilutions: Rabbit anti-GFP (1:200, Torrey Pines Biolabs Inc., TP401), Goat anti-PDGFRα (1:100, R&D Systems, AF1062), Mouse anti-MYL2 (1:50, Santa Cruz Biotechnology sc517244), Mouse anti-cTNT (1:100, ThermoFisher Scientific, PIMA512960), Rabbit anti-ERG (1:200, Abcam, ab92513), Rat anti-EMCN (1:100, eBioscience, 14-5851-85), Rabbit anti-Cx40 (1:100, Alpha Diagnostic, CX40-A), Rabbit anti-HA-Tag (1:100, Cell Signaling Technology, 3724s). Secondary Antibodies and dilutions: Donkey anti-Rabbit Biotin (1:500, Jackson ImmunoResearch Laboratories, 711-065-152), Bovine anti-Goat HRP (1:200, Jackson ImmunoResearch Laboratories, 805-035-180), Donkey anti-Rabbit HRP (1:200, Jackson ImmunoResearch Laboratories 711-035-152), Streptavidin-555 (1:100, ThermoFisher Scientific, S21381), Tyramide FITC (1:200, Perkin Elmer, NEL741E001KT), Tyramide Cy3 (1:200, Perkin Elmer, NEL744E001KT), Donkey anti-Mouse 647 (1:200, Jackson ImmunoResearch Laboratories, 715-605-151), Donkey anti-Rat 488 (1:200, Jackson ImmunoResearch Laboratories, 703-545-155), Donkey anti-Rabbit 488 (1:100, Jackson ImmunoResearch Laboratories, 711-545-152).

### Quantitation of endothelial cell polarity

The evaluation of nuclear polarity in embryonic tissue was performed following immunostaining of hearts with endothelial-specific nuclear protein marker ERG, which was counterstained with DAPI to visualize nuclei. Quantitation of nuclear dimensions of ERG^+^ nuclei and total nuclei was performed using ImageJ (Fiji Version: 2.0.0-rc-69/1.52p). Specifically, to measure EC nuclei, single scans of ERG and DAPI labeling (imaged via Confocal Microscope Olympus BX41 at ×60) were colocalized using the Colocalization Threshold function in ImageJ software, automatically creating an image of all ERG^+^ and DAPI^+^ nuclei. Subsequently, the images were filtered to a threshold to obtain a binary image that was watershed, and images were analyzed through the Analyze Particles function. Nuclear dimensions were evaluated via the Feret’s Diameter function, and the nuclear length to width ratio was determined by dividing the Feret value by the minimum Feret of each cell^67^. At E14.5, 5 Control hearts and 3 MRTF^epiDKO^ hearts were analyzed. At E17.5, 6 Control hearts and 3 MRTF^epiDKO^ hearts were analyzed. For each heart, at least three fields of view were assessed.

### Quantitation of endothelial cell localization

Evaluation of ERG^+^, EMCN^+^, and Cx40^+^ cell localization starting from the surface of the heart (epicardium) was performed using ImageJ software. The DAPI channel was used to delimit the epicardium layer, defined as the outer layer of nuclei. Each channel/protein was processed with a smoothing filter, adjusted for brightness and contrast, and filtered to obtain a mask. In order to minimize manual errors, an automated script was written to measure the distances of each channel/protein to the epicardium layer. The masks obtained in ImageJ provided the input for the script. The script was written in Python^68^ and utilized the image processing packages scikit-image^69^ and mahotas^70^. At E14.5, 4 Control hearts and 3 MRTF^epiDKO^ hearts were analyzed. At E17.5, 5 Control hearts and 3 MRTF^epiDKO^ hearts were analyzed for ERG^+^ cells and 4 MRTF^epiDKO^ hearts were analyzed for EMCN^+^ and Cx40^+^ cells. For each heart, at least three fields of view were assessed.

### Statistical analyses

Data were expressed as mean ± SEM for bar graph data presented and statistical analyses were performed using unpaired two-tailed Student’s *t*-test when comparing two groups. All measurements in this paper were acquired from distinct samples and no samples were measured repeatedly. Bar graph data analysis was performed using GraphPad Prism 8 for macOS (Version 8.4.2). Statistical analysis of endothelial cell localization was performed using a two-tailed Mann–Whitney test. A value of *p* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Reporting Summary

## Data Availability

All transcriptomic analyses were performed using standard protocols with previously described R packages in the methods. Analysis of endothelial cell localization was determined using Python script described in the methods. R and Python scripts mentioned in this manuscript are available upon request.

## Source data

Source Data

# Supplementary material for: Coordination of endothelial cell positioning and fate specification by the epicardium
**Source:** Nat Commun. 2021 Jul 6;12:4155. doi: 10.1038/s41467-021-24414-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Title: Supplementary Dataset 1.

Description: Differential expression analysis in epicardial cell clusters 1-8. Differential expression significance was determined using nonparametric Wilcoxon rank sum test.

Title: Supplementary Dataset 2.

Description: Differentially expressed genes in epicardial cells analyzed by pseudotime. Statistically significant pseudotime dependent genes was determined using student’s t-test.

Title: Supplementary Dataset 3.

Description: Differential gene expression in endothelial cells from control and MRTFepiDKO hearts following canonical correlation analysis. Differential expression significance was determined using non-parametric Wilcoxon rank sum test.

Title: Supplementary Dataset 4.

Description: Differential gene expression in endothelial cells from control and MRTFepiDKO hearts without canonical correlation analysis. Differential expression significance was determined using non-parametric Wilcoxon rank sum test.

Title: Supplementary Dataset 5.

Description: Differential gene expression in epicardial cells collected for bulk RNA-sequencing. Differential expression significance was determined using non-parametric Wilcoxon rank sum test.

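For each gene, Supplementary Dataset 5 gives the mean of its normalized counts over the libraries, a log2 fold change with its standard error, a test statistic, and a p-value before and after adjustment. The log2 fold change is the logarithm to base 2 of the ratio of the normalized counts of one group to those of the other, so a value of 1 is a doubling. The columns carry the names that DESeq2 gives to the output of its test on counts, and the methods name DESeq2 for the bulk RNA-sequencing. The legend names the Wilcoxon rank sum test, which ranks values between groups and yields neither a fold change nor its standard error. There are 3 comparisons, of control EPDCs with non-EPDCs and of MRTFepiDKO and SRFepiKO EPDCs with control EPDCs. The copy used here holds the first 1998, 1997 and 1997 lines of comparisons that the study's table gives for 45664, 45663 and 45663, so no overlap or enrichment was computed on it. For the genes named in the text and figures, 87 log2 fold changes could be set beside those of the deposited counts as fitted with edgeR. Of these, 79 were counted as matching: 44 of 45 for MRTFepiDKO, 18 of 20 for SRFepiKO and 17 of 22 for EPDCs against non-EPDCs. A match differed by no more than the larger of both standard errors. A gene at the floor in 1 group instead matched if its bound did not exceed the study's fold by a set margin, whatever its fitted value.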

Title: Supplementary Dataset 6.

Description: Ligandreceptor pairs between epicardial cells and endothelial cells during cardiac development.

Title: Supplementary Dataset 7.

Description: Cell cycle genes removed from endothelial cell monocle analysis.

How the deposited data were processed for this re-analysis (not part of the article)

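RNA was measured by bulk RNA-sequencing in GFP+ epicardium-derived cells (EPDCs) and GFP− non-EPDCs sorted from cultured hearts of mouse embryos at embryonic day 12.5. There were 3 samples of control EPDCs, 3 of MRTFepiDKO EPDCs, 2 of SRFepiKO EPDCs and 3 of non-EPDCs from control hearts. Samples were assigned to groups by the deposited descriptions and by the paper. Where these give different culture conditions, the groups follow the paper and both conditions are given beside the first values.

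The authors trimmed the reads, aligned them to GRCm38 with SHRiMP, and deposited raw counts of reads per gene. The paper names cuffdiff, with unique and multi-mapped reads counted by strand. The deposited counts of control and MRTFepiDKO EPDCs are columns of a single table with 55453 gene symbols, of which 6 columns were used and none was left over from other samples. The deposited counts of non-EPDCs and SRFepiKO EPDCs are separate lists with 45664 older symbols. These lists end with totals of reads that were given to no gene, which were kept out of library sizes and tests and hold 39.1% to 44.3% of the records of each list. The authors' normalized values were not used, because each is the raw count multiplied by a constant for its sample.

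Counts were joined by symbol, 41884 as written and 922 through older symbols of the same gene, which left 12647 symbols of the table and 2858 of the lists unmatched. The 42806 joined genes hold 96.6% to 99.7% of the gene counts per library. The total per library on these genes lies between 2295439 and 16251552. Mitochondrial genes took 1.87% to 2.69% of the counts in control and MRTFepiDKO EPDCs, 2.93% and 2.94% in SRFepiKO EPDCs and 5.19% to 6.22% in non-EPDCs. No pair of replicates had counts within sampling noise of each other. A level at or under 3 counts in every library of a group was taken as the floor, and a fold change against such a group is given as a bound.

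Genes were filtered with filterByExpr, which left 15892, scaled by TMM and tested with edgeR 4.0.16 (robust quasi-likelihood F test, Benjamini-Hochberg adjusted p under 0.05) in R 4.3.3. All 11 libraries entered 1 fit without covariates, because the mean counts in Supplementary Dataset 5 are shared by its comparisons. Standard errors of log2 fold changes are those of the fit, and levels are counts scaled by TMM to a common library total (CPM). Comparisons of MRTFepiDKO with control EPDCs lie within the single table. All others cross the 2 sets of counts, and 1065 genes separate the 6 libraries of the table from the other 5. Principal components used the 500 most variable genes on the rlog scale of DESeq2 1.42.0. Gene lists were tested with camera (correlation preset at 0.01, and estimated) and fry of limma 3.58.1 on log2 CPM with a prior count of 2. Correlation between the mutants was set beside 100 simulations in which control and mutant groups were all drawn from the mean control level. The simulated values used differences of mean log2 CPM, and those of the libraries used fitted fold changes. Positions and overlaps of genes come from GENCODE annotation of GRCm38.

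The tests, the genes named and the alternatives were fixed before the data were examined, apart from those said to be chosen later. The genes named are those that the study names for the bulk RNA-sequencing in its text, Fig. 4 and Supplementary Fig. 8 and 9. To these were added, for each comparison, the 3 largest rises and 3 largest falls among genes past the threshold with a mean of at least 5 log2 CPM and groups that did not overlap. Besides the lists of the study, lists were written for p53 targets, interferon-stimulated genes, proliferation, cardiomyocytes, endothelial cells, erythroid cells, sex-linked genes, immediate early targets and MRTF-dependent targets of SRF, and for the mesothelial and mesenchymal genes of the study's single-cell data. A macrophage list was written after the interferon-stimulated genes had been seen and before its own values were.

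The scripts were tested on simulated counts with 200 of 15107 genes changed, all picked among the more abundant. For MRTFepiDKO against control EPDCs, edgeR called 103 genes, of which 101 were changed and 2 were false calls, and DESeq2 called 184, of which 134 were changed and 50 were false calls. Signs of the log2 fold changes were right for 99% to 100% of changed genes. In 20 further sets of counts no gene was changed. Among 100 unchanged lists, 3 had a camera p under 0.05.

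The alternatives were DESeq2's size factors or library size in place of TMM, no filter on low counts, at least 10 counts in every sample, a dispersion that is not robust, a block for replicate number, a fit of only the 2 groups compared, DESeq2's Wald test with and without shrinkage, and leaving out each library in turn. Ranges of an adjusted p over the alternatives cover the fits with all libraries and no block, later choices included. Alternatives chosen after seeing the data left out the genes that separate the 2 sets, used the single table with all its genes, or ran DESeq2 with shrinkage and no filter. The single-cell sequencing, imaging, qRT-PCR and GO enrichment of the paper were not analysed here.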

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

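The test of the Cre virus as the source of the p53 signal was fixed before the data were examined, and the other tests in this part were chosen after the result was seen. Both patterns are in genes that the paper does not discuss as a group and lie above their level in control EPDCs.

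Targets of p53, a transcription factor activated by DNA damage, were higher in both mutant groups. The list of 20 genes had a median log2 fold change of 2.03 in MRTFepiDKO EPDCs (1.97 with genes at the floor set to their bound) and of 2.10 in SRFepiKO EPDCs (1.85). In MRTFepiDKO EPDCs 17 genes were higher and 3 lower than in control EPDCs. There 13 passed the threshold in edgeR after Benjamini-Hochberg adjustment, 12 of them higher, and 15 did so adjusted over the list alone. Camera gave p = 7.8e-09, fry 3.4e-08 and an estimated correlation 4.0e-04. In SRFepiKO EPDCs 10 genes passed, 9 of them higher, and 14 adjusted over the list alone, with p of 3.0e-07, 1.1e-07 and 8.3e-04 from the same 3 tests. Cdkn1a, which the paper shows in Supplementary Fig. 9e, is on the list, and Ccng1 rose from 41.5 ± 5.58 to 523 ± 21.3 CPM in MRTFepiDKO EPDCs (SD, n = 3 each; log2 fold change 3.65, edgeR adjusted p = 1.3e-05). With every library drawn down to 2295439 counts, the median was 2.01 in MRTFepiDKO and 1.87 in SRFepiKO EPDCs, with 14 and 10 genes past the threshold among 19 tested, which argues against depth as the cause. Both mutant groups received Cre virus and no control did. The median between MRTFepiDKO and SRFepiKO EPDCs was 0.08, with 12 genes higher, 8 lower and none past the threshold (1 at an unadjusted p under 0.05), so both groups rose by a similar amount. Mrtf-a was null in MRTFepiDKO hearts without Cre, but no library had that genotype without the Cre virus. Cre and the loss of the MRTF and SRF genes therefore go together in this design and cannot be told apart. One hypothesis is that Cre activity may raise p53 targets, and another is that loss of MRTF or SRF does.

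Interferon-stimulated genes, which cells switch on in response to viral nucleic acid, were also higher in both mutant groups. In MRTFepiDKO EPDCs all 14 genes of the list were higher than in control EPDCs, with a median log2 fold change of 6.96, and 4.23 with the 6 genes at the floor set to their bound. There 8 passed the threshold in edgeR after Benjamini-Hochberg adjustment and 11 adjusted over the list alone. Camera gave p = 1.5e-13, fry 2.0e-07 and an estimated correlation 8.4e-04. In SRFepiKO EPDCs 12 were higher, with a median of 6.45 (4.10 at the bound), and 8 passed, 9 adjusted over the list alone. The same tests gave 2.6e-09, 8.5e-07 and 0.0028. The median level over the list was 1.6 CPM in control EPDCs, 69.9 in MRTFepiDKO, 48.2 in SRFepiKO and 1.59 in non-EPDCs. Isg15 stood at 97.4 ± 11.4 CPM in MRTFepiDKO (SD, n = 3), Ifit1 was at least 131-fold higher in MRTFepiDKO and at least 86.6-fold higher in SRFepiKO EPDCs, and Irf7 at least 109-fold and at least 133-fold higher. Without control replicate 2, whose floor is highest, these bounds were 233-fold and 155-fold for Ifit1 and 194-fold and 237-fold for Irf7. Without MRTFepiDKO replicate 4 that of Ifit1 in MRTFepiDKO was 84.4-fold.

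Several technical sources of the interferon signal were examined. A difference in how the 2 sets of counts were made cannot give the median of 6.96 in MRTFepiDKO EPDCs, since that comparison lies within a single table. Drawn down to equal depth, the medians were 6.37 in MRTFepiDKO and 5.67 in SRFepiKO EPDCs, with 8 genes past the threshold in each, which argues against depth. Macrophages mixed into the sorted cells would bring their own abundant transcripts. Over 14 macrophage genes the median level in MRTFepiDKO EPDCs was 10.8 CPM, against 12.5 in control EPDCs, and the highest mean was 71.7 against 72.8 CPM. This argues against a larger share of macrophages as the source there, and says nothing on their state. The list's median log2 fold change was −0.02, with p = 0.79 from limma's camera at the preset correlation. Its members went both ways, 6 higher and 8 lower, from −1.77 to 4.16, and none passed the threshold. In SRFepiKO EPDCs the median level of the macrophage genes was 30.4 CPM, against 93.2 in non-EPDCs, and their highest mean was 129 CPM. Their median log2 fold change was 2.14 against control (1.91 with genes at the floor set to their bound), with 3 past the threshold, camera p = 5.8e-04 and 0.15 under an estimated correlation. Of these 14 genes 7 separate the 2 sets of counts, which that comparison with control crosses. Non-EPDCs and SRFepiKO EPDCs lie in the same set. The macrophage genes had medians of 58.5 to 134 CPM in single libraries of non-EPDCs and of 34.3 and 37.1 CPM in those of SRFepiKO EPDCs, whereas the interferon-stimulated genes had a median of 1.59 CPM over the mean levels in non-EPDCs, and at most 1.43 CPM in a single library, against 48 and 57.8 CPM in the SRFepiKO libraries. This argues against macrophages in the state of those among non-EPDCs as the source in SRFepiKO EPDCs. The non-EPDCs came from hearts without Cre virus, so macrophages activated in hearts that received it stay open there. They also stay open in MRTFepiDKO EPDCs, where macrophage transcripts were present at a median of 10.8 CPM. The Cre virus stays open in both groups. The median difference between the mutants was 0.52, with none of the genes past the threshold (0 at an unadjusted p under 0.05). Cre cannot be told apart from the loss of the MRTF and SRF genes. A hypothesis is that the Cre virus may induce these genes in cells that the β-galactosidase virus does not, and the effect of gene loss is an alternative to it.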

How the results depend on the processing

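The alternatives said to be chosen after seeing the data, the number of genes changed in either mutant, and the values of Acta2, Tagln, Actb, Actg1 and Myl9 between the mutants were added after their results were seen, and no other test in this part was. Directions and calls were recomputed under each alternative, with the other choices kept.

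Over the 134 log2 fold changes of named genes there were 1909 values under the alternatives fixed at the start. Of these 1723 kept their direction and their side of the threshold, 114 lost the threshold, 52 gained it, 10 with no test moved by more than the replicate spread and 10 changed sign. With DESeq2's size factors in place of TMM 132 kept both, and Acta2 and Actg1 between the mutants lost the threshold. With DESeq2's Wald test 119 kept both and 12 gained the threshold. The threshold was lost by 15 values without control replicate 1, 15 without replicate 2 and 15 without replicate 3, where 120 values each were recomputed. It was lost by 16 without MRTFepiDKO replicate 1, 18 without replicate 2 and 2 without replicate 4, and by 2, 5 and 2 without non-EPDC replicates 1, 3 and 4. The values that changed sign all belong to changes short of the threshold. For MRTFepiDKO against control EPDCs, the log2 fold change of Robo4, at the floor in both groups, ranged from −2.23 (without MRTFepiDKO replicate 4) to 3.54 across the fits that each left out 1 library. That of Myh6 ranged from −0.12 (without control replicate 2) to 1.06, with −0.02 without MRTFepiDKO replicate 1. That of Myh7 ranged from −0.82 to 1.10 (without control replicate 1), with 0.29 without MRTFepiDKO replicate 1. For SRFepiKO against control EPDCs, the log2 fold change of Mrtfb ranged from −0.34 to 0.26 (without control replicate 2), with 0.00 without control replicate 3, and that of Tagln from −0.20 to 0.07 (without control replicate 2). The cause was not tested.

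With DESeq2's Wald test 2141 genes changed in MRTFepiDKO against control EPDCs, 2891 in SRFepiKO against control EPDCs, 2730 in control EPDCs against non-EPDCs and 876 between the mutants, and 3615 in either mutant against control EPDCs. With shrinkage of the fold changes the same 5 counts were 2065, 2666, 2512, 770 and 3366. DESeq2 called 1122 of the 1128 genes of edgeR for MRTFepiDKO, 1565 of the 1574 for SRFepiKO, 1619 of the 1631 for EPDCs against non-EPDCs and all 340 between the mutants. On simulated counts DESeq2 made more false calls than edgeR, 50 against 2 for MRTFepiDKO. With shrinkage and no filter, chosen after seeing the data, the counts were 2359, 2777, 2965, 981 and 3685.

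Without a filter on low counts edgeR called 1823 genes for MRTFepiDKO, 2892 for either mutant against 1915, and 593 between the mutants. With at least 10 counts in every sample it called 1007 for EPDCs against non-EPDCs and 97 between the mutants. That filter tests fewer genes, and removes genes that are absent from 1 group. Leaving out the genes that separate the 2 sets of counts, an alternative chosen after seeing the data, gave 946 genes for SRFepiKO, 706 for EPDCs against non-EPDCs and 8 between the mutants, and 1146 for MRTFepiDKO, against 1128. It turned the balance of directions, from 748 higher and 826 lower to 542 and 404 for SRFepiKO, and from 881 and 750 to 271 and 435 for EPDCs against non-EPDCs. Genes that differ between the sets are removed by its construction. The single table with all its genes, also chosen after seeing the data, gave 1450 for MRTFepiDKO. Scaling by library size alone moved the median log2 fold change of all genes by 0.27 for EPDCs against non-EPDCs. The share of lower calls there went from 46% to 31.4%, and the count from 1631 to 1703.

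Leaving out 1 library at a time gave from 535 (without MRTFepiDKO replicate 1) to 1120 (without MRTFepiDKO replicate 4) genes for MRTFepiDKO against control EPDCs. Of the 1128 genes, 526 were among the 535. It gave from 1026 (without control replicate 2) to 1226 genes for SRFepiKO, from 1218 (without control replicate 2) to 1901 for either mutant, from 1109 to 1483 for EPDCs against non-EPDCs and from 221 (without MRTFepiDKO replicate 2) to 259 between the mutants. These fits have fewer samples. SRFepiKO replicates were left out only for values without a test, since 1 library would remain.

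The number of ligands of Supplementary Dataset 6 changed in MRTFepiDKO EPDCs went from 54 to 88 without a filter and 85 with DESeq2's Wald test, and ranged from 33 (without MRTFepiDKO replicate 1 or 2) to 56 with 1 library left out. Gene lists were recomputed with fry, an estimated correlation, both other scalings, at least 10 counts in every sample, the replicate block, only the 2 groups compared and each library left out. The axon guidance list of Fig. 4d stayed past the threshold under each of these, with p from 9.1e-21 to 0.0055. The p53 list also did in both mutants. For interferon-stimulated genes the filter of at least 10 counts in every sample gave p = 0.26 from limma's camera at the preset correlation in SRFepiKO EPDCs, with 4 genes of the list left, and 0.022 in MRTFepiDKO EPDCs. The others of these alternatives kept that list past the threshold.

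The log2 fold change correlation of both mutants was 0.63. It was 0.78 with at least 10 counts in every sample and 0.71 without the separating genes, and ranged from 0.53 (without SRFepiKO replicate 1) to 0.70 with 1 library left out. The distance between the mutants on the principal components, 9.8 times that between replicates, was 11.0 times it with log2 CPM, 7.4 with a variance stabilizing transformation, 4.9 with all genes and 0.8 without the separating genes. It ranged from 7.4 (without MRTFepiDKO replicate 2) to 11.3 (without SRFepiKO replicate 1).

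The labels give replicate numbers that the groups share, so a fit with replicate number as a block was made. Libraries with the same number did not deviate together, with correlations of −0.05 to 0.08 over 11 pairs (mean −0.01), against −0.08 to 0.06 over 34 other pairs. This gives no sign of pairing, but cannot exclude that control EPDCs and non-EPDCs of the same number share hearts. In both groups replicate 3 had Xist and 0 counts of Ddx3y, and replicate 1 had Ddx3y. SRFepiKO replicate 2 differed from control and MRTFepiDKO replicate 2 in these genes. Pairing of control EPDCs with non-EPDCs stays open. With the block 1069 genes changed in MRTFepiDKO, 1283 in SRFepiKO, 1277 in EPDCs against non-EPDCs, and 200 between the mutants against 340 without it. The log2 fold change of Myh7 in MRTFepiDKO EPDCs was 0.59 and that of Mrtfb in SRFepiKO EPDCs 0.00 with the block. Among named genes 121 values kept their direction and call under it. Col4a5, Cxcl12, Pdpn and Upk3b in MRTFepiDKO EPDCs and Efna5 in SRFepiKO EPDCs gained the threshold with the block. It was lost by Rgmb (edgeR adjusted p = 0.11) and Plxna4 (0.05) in MRTFepiDKO EPDCs, Plxna4 in SRFepiKO EPDCs (0.082), Myh7 in control EPDCs against non-EPDCs (0.058), and Actb (0.069) and Actg1 (0.12) between the mutants.

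Depth limits the lowest genes. The smallest library, control replicate 2 with 2295439 counts, puts the floor of 3 counts at 1.31 CPM, and the deleted genes Mrtfa and Srf lie within a few times this level in the mutants. At the simulated fold changes, edgeR called 50.5% of changed genes for MRTFepiDKO and 43.5% for SRFepiKO. Those genes were picked among more abundant genes than Mrtfa and Srf, so these shares do not cover the lowest genes.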

Differences from the paper's values

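The number of genes changed in either mutant and the alternatives said here to be chosen after seeing the values were chosen after the result was seen, and no other test in this part was.

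The paper states that MRTFepiDKO and SRFepiKO EPDCs diverge from control EPDCs by 2518 genes, and its text does not say whether these changed in either mutant or in both. The number of genes changed in either mutant was 1915 here with edgeR, a count set beside the paper's after its value was seen, and lies within 1.5 times of it. It was 2892 without a filter on low counts and 2229 with only the 2 groups compared in each fit. DESeq2's Wald test gave 3615 and DESeq2 with shrinkage 3366, and the lowest value, without control replicate 2, was 1218. The number of genes changed in both mutants was 787 with edgeR and 1417 with DESeq2's Wald test. In each mutant taken alone the number of genes changed was 1128 in MRTFepiDKO and 1574 in SRFepiKO EPDCs. Of the alternatives set before the data were examined, 3 came within 1.5 times the paper's 2518 for both mutants. These were no filter on low counts (genes changed: 1823 in MRTFepiDKO, 2286 in SRFepiKO), DESeq2's Wald test (2141 and 2891) and DESeq2 with shrinkage (2065 and 2666). The others set before the data were examined did not. DESeq2 with shrinkage and no filter, chosen after seeing the values, gave 2359 and 2777.

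The paper states that 99 ligand genes are dysregulated upon Mrtf deletion. The number of ligands of Supplementary Dataset 6 changed here was 54. Of the alternatives set before the data were examined, no filter on low counts (88), only the 2 groups compared (67), DESeq2's Wald test (85) and DESeq2 with shrinkage (79) came within 1.5 times the paper's value, and the others did not. Supplementary Dataset 6 itself marks 115 ligands as dysregulated.

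Supplementary Dataset 5 gives log2 fold changes with standard errors. For control EPDCs against non-EPDCs it has 45664 lines, the number of the older symbols, whereas the table of control and MRTFepiDKO counts has 55453. Whether the paper's values rest on the deposited counts of control and MRTFepiDKO EPDCs is therefore not known. For MRTFepiDKO against control EPDCs, the paper's log2 fold change of Epha8 is −3.86 (standard error 0.99). The fitted value here was −9.90, which rests on 0 counts in the mutant, and the bound is at least 28.4-fold lower. Among the alternatives set before the data were examined, DESeq2 with shrinkage (−4.22) came within the larger error. Without control replicate 1, on which the bound rests, it is at least 7.78-fold and does not exceed the paper's fold. The others set before the data were examined did not close the gap.

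For SRFepiKO against control EPDCs, the paper's log2 fold change of Igf2 is −1.25 (standard error 0.23) and the value here was 7.59. None of the alternatives set before the data were examined closed the gap. The paper's log2 fold change of Tnfaip2 is 3.93 (standard error 0.76) and the value here was 4.95. DESeq2 with shrinkage (4.57) and the fit without control replicate 1 (4.54) came within the larger error, and the others set before the data were examined did not.

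For control EPDCs against non-EPDCs, the paper's log2 fold change of Myh6 is −5.01 (standard error 0.73) and the value here was −5.88. Library size alone (−5.56), DESeq2 with shrinkage (−5.67) and the fit without control replicate 2 (−5.50) came within the larger error, and the others set before the data were examined did not. The paper's log2 fold change of Hba-a1 is −4.47 (standard error 0.99) and the value here was −6.94, with −4.86 under DESeq2 with shrinkage, the only alternative set before the data were examined that closed the gap. For 3 genes none of them did. The paper's log2 fold change of Hbb-y is −5.46 (standard error 0.99) against −10.57 here, and −6.76 under DESeq2 with shrinkage. The paper's log2 fold change of Hba-a2 is −4.22 (standard error 0.99) against −8.03 here, and −5.37 with shrinkage. The paper's log2 fold change of Mybpc3 is −4.47 (standard error 0.90) against −6.35 here, and −5.43 with shrinkage.

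Some directions and calls differ as well. Supplementary Fig. 9d shows Krt5 higher in MRTFepiDKO EPDCs, where the deposited counts are 4, 6 and 0 against 0 in each control library. Supplementary Fig. 9g shows Igf2 lower in the mutants, and here its level was 895 ± 204 CPM in SRFepiKO (SD, n = 2) against 4.28 ± 2.41 CPM in control EPDCs (SD, n = 3). The paper presents Mrtf-a and Mrtf-b as deleted, and neither fall passed the threshold in edgeR (adjusted p of 0.2 and 0.089 after Benjamini-Hochberg adjustment). DESeq2's Wald test called Mrtf-b (adjusted p = 0.026), as did DESeq2 with shrinkage. Mrtf-a was called only by DESeq2 with shrinkage and no filter (0.034), chosen after seeing the values. Fgf9, Cdk4 and Robo2, which the supplement shows lower in MRTFepiDKO EPDCs, were lower here and did not pass in edgeR (adjusted p of 0.15, 0.25 and 0.12). Fgf9 and Robo2 passed in DESeq2's Wald test (0.019 and 0.034), in DESeq2 with shrinkage, and with only the 2 groups compared. Robo2 also passed with at least 10 counts in every sample. Cdk4 passed in none of the alternatives. Fig. 4d shows 26 dysregulated axon guidance genes, of which 8 did not pass in edgeR here. DESeq2's Wald test and DESeq2 with shrinkage called Col4a5, Epha8, Neo1 and Rps6ka6. No filter on low counts called Col4a5, Cxcl12, Epha8 and Rps6ka6. Neo1 also passed with at least 10 counts in every sample and with only the 2 groups compared. Col4a5 and Cxcl12 also passed without MRTFepiDKO replicate 4 and with replicate number as a block. Col9a2 passed only with DESeq2 with shrinkage and no filter, chosen after seeing the values, and Cacna1c and Rps6ka3 passed in no alternative. Igf2 in MRTFepiDKO EPDCs (edgeR adjusted p = 0.12) passed without a filter, with DESeq2's Wald test and without control replicate 2. The paper finds the 2 mutants indistinguishable by principal components, and here they lay 9.8 times the replicate distance apart, or 0.8 times without the genes that separate the 2 sets of counts, an alternative chosen after seeing the values.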

Other observations

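The tests of other splits of the samples, of myocytes mixed into the sorted cells and of the immediate early genes between the mutants were fixed before the data were examined, and the other tests in this part were chosen after the result was seen.

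Counts of changed genes were recomputed for other splits of the same libraries. Of the 10 splits of the 3 MRTFepiDKO and 3 control libraries into 3 and 3, only 1, the real one with 1128 genes, gave as many, and the highest other split gave 1 gene. Of the 10 splits of control EPDCs and non-EPDCs, likewise 1, the real one with 1631 genes, gave as many. With 10 splits the share cannot be under 10%, so this number of splits decides nothing alone. In 20 sets of counts simulated at these depths and spreads with no gene changed, edgeR called at most 2 genes for MRTFepiDKO against control EPDCs and at most 1 for control EPDCs against non-EPDCs. At an unadjusted p under 0.05 the simulations gave 641 to 785 and 679 to 758 genes, against 3545 and 4155 in the libraries. As far as the simulated spread holds, this argues against chance differences between libraries as the whole of either count.

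The 1065 genes that separate the 6 libraries of the single table from the 5 libraries of the lists were compared with the annotation. Of the 310 that are lower in the table and have a position, 14.8% overlap on the same strand a gene that the older symbols lack, against 2.0% of genes that do not separate (two-sided Fisher's exact test, p = 7.8e-25). Counting on different annotations is a candidate explanation for that share of them. Of the 746 that are higher in the table, 1.1% do (Fisher's exact test, p = 0.1), so this explanation was not supported for them and the low number leaves it open. Overlap on opposite strands was not examined. The separating genes Ilk and Taf10 overlap in position in that way. Multi-mapped reads counted in the table and left out of the lists would add genes with a named pseudogene copy to those higher in the table. Such genes were 0.7% of that set and 1.6% of genes that do not separate (Fisher's exact test, p = 0.035), which argues against this source. They were 7.1% of the set lower in the table (Fisher's exact test, p = 2.7e-08). The sets of counts, the culture conditions of the labels and the cell groups go together here and cannot be told apart.

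Technical sources of the lower guidance genes in MRTFepiDKO EPDCs were examined. Cells mixed into the sorted cells cannot bring a gene below their own level of it. Non-EPDCs held a median of 45.3% of the control level of the list of Fig. 4d, and MRTFepiDKO EPDCs 21.8%. Relative to non-EPDCs the median in MRTFepiDKO EPDCs was 36.9%, and 26.3% to 62.3% in single libraries. Of the 26 genes 25 were lower in MRTFepiDKO EPDCs than in non-EPDCs, and for 10 every library was (chance separates 10% of genes, in either direction), against 0 the other way. This argues against non-EPDCs as a whole. The comparison crosses the 2 sets of counts. No gene of the list separates them, but this does not exclude a difference in counting. Genes lower in MRTFepiDKO than in control EPDCs can escape that criterion. Cells of one type with none of these transcripts would have to make up at least 78.2% of the sorted cells. Over 14 cardiomyocyte genes the median level in MRTFepiDKO EPDCs was 3.22% of the level in non-EPDCs, against 4.02% in control EPDCs, the highest gene reached 50.3%, and 0 of 14 reached that share. Over 11 endothelial genes of at least 10 CPM in non-EPDCs the median was 5.6%, against 4.01% in control EPDCs, and 1 of 11 reached the share, at 85.3%. Both argue against cardiomyocytes and endothelial cells as the source. The 26 guidance genes are long, with a median genomic length of 139365 bases against 20559.5 over all genes. Random lists matched on length and expression, which were not chosen for a fall, had medians of −0.18 on average, so a trend with length accounts for a shift of about that size and not for the −2.20 of a list that the study picked from these libraries. Across genes, which are not independent replicates, the log2 fold change and the length had a rho of −0.08. With every library drawn down to 2295439 counts the list kept a median of −2.24, with 17 genes past the threshold. The fall is not explained by the sources tested, and lower expression upon MRTF deletion stays as a hypothesis found and examined on the same libraries. An effect of the Cre virus, given to the mutants and to no control, goes together with the deletion and was not tested for these genes.

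Both sets of targets of SRF were examined in the mutants. Over 16 MRTF-dependent targets the median log2 fold change was −0.43 in MRTFepiDKO and 0.64 in SRFepiKO EPDCs against control. Between the mutants it was −0.99, with 15 of 16 genes lower in MRTFepiDKO. There 6 passed the threshold in edgeR after Benjamini-Hochberg adjustment, 9 adjusted over the list alone, with camera p = 4.9e-07, fry 7.7e-04 and 0.027 under an estimated correlation. The 6 include Acta2, Tagln, Actb (−1.09), Actg1 (−1.30), Myl9 (−1.55) and Cnn2 (−2.58), and 3 of the 16 separate the 2 sets of counts, which this comparison crosses. Without the separating genes, Cnn2 passed (edgeR adjusted p = 0.0041, the highest over the alternatives with all libraries and no replicate block, from 2.7e-13) and the other 5 did not, with adjusted p from 0.17 for Tagln to 0.28 for Acta2, Actb and Actg1 and log2 fold changes that moved by little (−1.40 for Acta2, −1.99 for Tagln, −1.07 for Actb, −1.29 for Actg1 and −1.54 for Myl9). Over the alternatives with all libraries and no replicate block the adjusted p ranged down to 2.3e-09 for Tagln, 1.9e-04 for Acta2, 7.5e-04 for Actb, 0.0013 for Actg1 and 7.6e-05 for Myl9. Without MRTFepiDKO replicate 2 the same 5 fell short, with edgeR adjusted p from 0.058 for Myl9 to 0.16 for Acta2. Without replicate 1 all of these but Myl9 did (0.08 for Actb to 0.15 for Acta2), and without replicate 4 Actb (0.11) and Actg1 (0.094). The calls of single genes between the mutants therefore depend on these settings. Over 8 immediate early genes, which other partners of SRF control, the median was −2.44 in MRTFepiDKO and −2.16 in SRFepiKO EPDCs, with 4 past the threshold in each. Fos stood at −3.22 and Egr1 at −2.67 in MRTFepiDKO EPDCs. The hypothesis was that these genes fall in SRFepiKO and stay at their control level in MRTFepiDKO EPDCs. The median of −2.44 argues against the latter, in a comparison within the single table. There 7 of the 8 genes were lower, and for 6 each MRTFepiDKO library was below each control library (chance separates 10% of genes, in either direction). Camera gave p = 2.7e-04 and fry 0.005, and the call did not hold under an estimated correlation (0.091). With 1 library left out the median stayed between −2.64 and −2.27, with 2 genes past the threshold without MRTFepiDKO replicate 1 or 2. Whether the fall comes from the loss of MRTF or from the Cre virus was not tested. What stays open is a larger fall in SRFepiKO than in MRTFepiDKO EPDCs. The median between MRTFepiDKO and SRFepiKO was −0.31, with 3 genes higher and 5 lower and none past the threshold, 1 at an unadjusted p under 0.05 (p = 0.75 from limma's camera at the preset correlation). Members going both ways and the crossing of the 2 sets leave that difference undecided.

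Other lists were compared as well. In MRTFepiDKO against control EPDCs, proliferation genes had a median of −0.46 with none of 12 past the threshold and 2 at an unadjusted p under 0.05 (p = 0.18 from limma's camera at the preset correlation). Mesothelial genes of the single-cell data had −1.18, with 4 lower and 1 higher past the threshold (Pdgfa, 1.81). Mesenchymal genes of the single-cell data had 0.29, with 2 lower and 2 higher past the threshold, Slit2 and Ptn (−3.47) against Tnc (3.47) and Sox9 (2.54). Cardiomyocyte genes had −0.12, with Myl7 (−2.98) and Ryr2 (−2.05) past the threshold. Endothelial genes had 0.61 (0.42 with genes at the floor set to their bound), with Flt1 (2.66) and Tek (−3.20) past it, and erythroid genes had 0.00 (−1.02), with none past it and 0 at an unadjusted p under 0.05. These named members were picked after their values were seen. In control EPDCs against non-EPDCs the medians were −4.63 for cardiomyocyte genes (13 of 14 past the threshold), −4.68 for endothelial genes (−4.38 at the bound; 9 of 12), −8.39 for erythroid genes (−7.78 at the bound; 5 of 7) and −3.35 for macrophage genes (6 of 14).

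Sex-linked genes differed between the libraries of a group in 3 of the 4 groups. They had a median of −0.46 in MRTFepiDKO against control EPDCs, with none of 5 past the threshold and 0 at an unadjusted p under 0.05 (p = 0.97 from limma's camera at the preset correlation). Xist, which is expressed from the inactive X chromosome of females, had 0 counts in every MRTFepiDKO library and in control replicates 1 and 2, and 268 CPM in control replicate 3. That library alone makes the difference between the groups, and the Y-linked Ddx3y, at 34.4 CPM or more in the other 5 libraries of both groups, had 0 counts in it. Non-EPDC replicate 3 had 48.2 CPM of Xist and 0 counts of Ddx3y, and SRFepiKO replicate 2 had 78.3 CPM and 0 counts. Non-EPDC replicate 1 had 1.5 CPM of Xist, from 22 counts, beside 69.6 CPM of Ddx3y. The other libraries of these groups, non-EPDC replicate 4 and SRFepiKO replicate 1, had no Xist count and 89.6 and 39.7 CPM of Ddx3y. The sex of the embryos was not used to group samples, and no explanation of a change by sex was tested.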
